# PPARalpha-mediated effects of dietary lipids on intestinal barrier gene expression

**DOI:** 10.1186/1471-2164-9-231

**Published:** 2008-05-19

**Authors:** Heleen M de Vogel-van den Bosch, Meike Bünger, Philip J de Groot, Hanneke Bosch-Vermeulen, Guido JEJ Hooiveld, Michael Müller

## Abstract

**Background:**

The selective absorption of nutrients and other food constituents in the small intestine is mediated by a group of transport proteins and metabolic enzymes, often collectively called 'intestinal barrier proteins'. An important receptor that mediates the effects of dietary lipids on gene expression is the peroxisome proliferator-activated receptor alpha (PPARα), which is abundantly expressed in enterocytes. In this study we examined the effects of acute nutritional activation of PPARα on expression of genes encoding intestinal barrier proteins. To this end we used triacylglycerols composed of identical fatty acids in combination with gene expression profiling in wild-type and PPARα-null mice. Treatment with the synthetic PPARα agonist WY14643 served as reference.

**Results:**

We identified 74 barrier genes that were PPARα-dependently regulated 6 hours after activation with WY14643. For eicosapentaenoic acid (EPA), docosahexaenoic acid (DHA) and oleic acid (OA) these numbers were 46, 41, and 19, respectively. The overlap between EPA-, DHA-, and WY14643-regulated genes was considerable, whereas OA treatment showed limited overlap. Functional implications inferred form our data suggested that nutrient-activated PPARα regulated transporters and phase I/II metabolic enzymes were involved in a) fatty acid oxidation, b) cholesterol, glucose, and amino acid transport and metabolism, c) intestinal motility, and d) oxidative stress defense.

**Conclusion:**

We identified intestinal barrier genes that were PPARα-dependently regulated after acute activation by fatty acids. This knowledge provides a better understanding of the impact dietary fat has on the barrier function of the gut, identifies PPARα as an important factor controlling this key function, and underscores the importance of PPARα for nutrient-mediated gene regulation in intestine.

## Background

The small intestine is the primary site for digestion and selective absorption of nutrients and other food constituents. Absorption of these molecules across the intestinal epithelium is mediated mainly by multiple transmembrane transporters that principally belong to two superfamilies, namely the solute carrier (SLC) and the ATP Binding Cassette (ABC) superfamily of transporters. SLC transporters located at the apical membrane of enterocytes are responsible for the selective uptake of macronutrients, such as di- and tripeptides, hexoses and fatty acids [1]. In contrast, ABC transporters are efflux transporters responsible for the active removal of substances, including nutrients such as cholesterol, regulating their intracellular concentrations [2]. Besides their presence in plasma membranes, SLC and ABC transporters are also located in intracellular organelles, such as mitochondria or peroxisomes, thus regulating intracellular and transcellular solute transport.

In addition, it has become clear that the small intestine is an important metabolic active organ, to a great extend responsible for the first-pass metabolism of nutrients and xenobiotics [3,4]. Numerous metabolic reactions occur in enterocytes, including those typically referred to as phase I and phase II metabolism. Phase I metabolism includes oxidative, peroxidative, and reductive metabolism of endogenous compounds and drugs, mediated by cytochrome P450 isoenzymes (CypP450s) [5]. Phase II metabolism often succeeds phase I metabolism and yields mainly more hydrophilic metabolites, mostly by conjugation, thereby increasing the water solubility of lipophilic compounds. The most important phase II enzymes are sulfotransferases (Sults) [6,7], UDP-glucuronosyltransferases (Ugts) [8], glutathione S-transferases (Gsts) [9,10], N-acetyltransferases (Nats) [11], and epoxide hydrolases (Ephs) [12]. Several ABC transporters are responsible for the excretion of metabolites resulting from phase I and phase II enzymatic transformations [2].

There is increasing interest in the molecular mechanisms underlying the beneficial or adverse effects of foods and food components. Nutrients impact gene expression mainly by activating or suppressing specific transcription factors [13,14]. The most important group of transcription factors involved in mediating the effect of nutrients and their metabolites on gene transcription is the superfamily of nuclear receptors, which consists of 48 members in the human genome [15]. This superfamily is subdivided into six families [16], of which the NR1 family is most relevant to nutrition. One important group of receptors that mediates the effects of dietary fatty acids and its derivatives on gene expression are the Peroxisome Proliferator Activated Receptors (PPARs, NR1C) [16-18]. Three PPAR isotypes, α (NR1C1), δ (also called β) (NR1C2), and γ (NR1C3) are distinguished and characterized by different biological roles. Transcriptional regulation by PPARs requires heterodimerization with the retinoid X receptor (RXR; NR2B) [16,19,20]. When activated by an agonist, the PPAR/RXR heterodimer stimulates transcription via binding to DNA response elements (PPREs) present in and around the promoter of target genes. Besides upregulating gene expression, PPARs are also able to repress transcription by directly interacting with other transcription factors and interfere with their signaling pathways, a mechanism commonly referred to as transrepression [21].

PPARα has been shown to be expressed at a high level in the small intestine [22]. Moreover, the average Western diet contains a high amount of triacylglycerols [23] that are hydrolyzed to monoacylglycerol and free fatty acids before entering the enterocyte [24]. As a result the small intestine is frequently exposed to high levels of natural PPARα agonists. However, currently little is known about the effects of PPARα activation by dietary fats on gene expression in small intestine. Although in several studies small intestinal gene expression was studied after high-fat feeding [25-27], the specific role of PPARα remains to be elucidated.

Here, we take advantage of a unique experimental design using triglycerides composed of identical fatty acids in combination with gene expression profiling to examine the effects of individual dietary fatty acids on intestinal gene expression in mice. By conducting these experiments in wild-type and PPARα -/- mice, and by limiting the exposure time to 6 hours, we were able to elucidate the specific, direct contribution of PPARα in regulating the expression of transport and phase I/II metabolism genes in small intestine.

## Results and discussion

### Effect of acute PPARα activation with OA, EPA, DHA and WY14643

In this study we investigated the role of PPARα on the expression of genes encoding for transport proteins and phase I/II metabolic enzymes, collectively called barrier proteins, which are responsible for the selective absorption and metabolism of food components. Since we are specifically interested in the role PPARα plays in nutrient-mediated gene regulation, we used and compared in our studies 3 natural agonists normally found in the diet [oleic acid (OA, C18:1), eicosapentaenoic acid (EPA, C20:5) and docosahexaenoic acid (DHA, C22:6)]. As reference we used the synthetic agonist WY14643. We analyzed gene expression 6 hours after oral gavage, thus we primarily studied the direct effects of PPARα activation. This time point was chosen because in a pilot experiment we found that after an oral fat load plasma triacylglycerol levels peaked at 2–3 hours post loading and almost returned to basal levels after 6 hours (data not shown), indicating that at that point most of the fat bolus has passed through the enterocytes, and sufficient time remained for transcriptional events to occur. 

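Each array held the RNA of the full-length small intestine of 1 mouse, taken 6 h after an oral gavage of 400 μl. WY14643, a synthetic PPARα agonist, had been given to 4 wild-type and 4 PPARα-null mice. EPA had been given to 5 and 5 mice, DHA to 5 and 4, and OA to 4 and 4. The authors deposited log2 expression estimates made with GCRMA, and these were used without further normalization. The difference between wild-type and PPARα-null mice was tested for each agonist in 1 limma model over all 35 arrays. A gene was called at an adjusted p under 0.05 over the probesets with a group mean above 32 in at least 1 of the 8 groups, and the paper's own threshold, an unadjusted p under 0.01, was kept as a second one. Untreated mice were not analysed here, so a difference under an agonist includes any difference between the genotypes without it. The wild-type and PPARα-null mice were of different 129 substrains (129S1/SvImJ and 129S4/SvJae), which limits every comparison between them. The number of arrays limits the precision.
Cyp4a10, a fatty acid ω-hydroxylase, is among the genes that respond most to PPARα, and the probeset the paper uses for it also matches its paralog Cyp4a31. On the log2 scale the probeset read from 8.15 to 12.75 in the arrays labelled wild-type, apart from EPA replicate 5, which read 1.81. In the arrays labelled PPARα-null it read from 1.36 to 2.50, apart from EPA replicate 5 at 9.91 and OA replicate 1 at 10.61. Ppara itself, on the probeset with the largest genotype difference, read 4.82, 7.83 and 7.27 in these 3 arrays. All arrays were kept under their labels. For many EPA and OA values, though not for all, the value without these 3 arrays is given as well, and this alternative was chosen after the values had been seen. Since the arrays were left out for going against their genotype labels, the values without them favour a difference between the genotypes and are no independent test of one. Where no other comparison is named, a gene that rose or fell was higher or lower in wild-type than in PPARα-null mice.

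**Figure D1:**
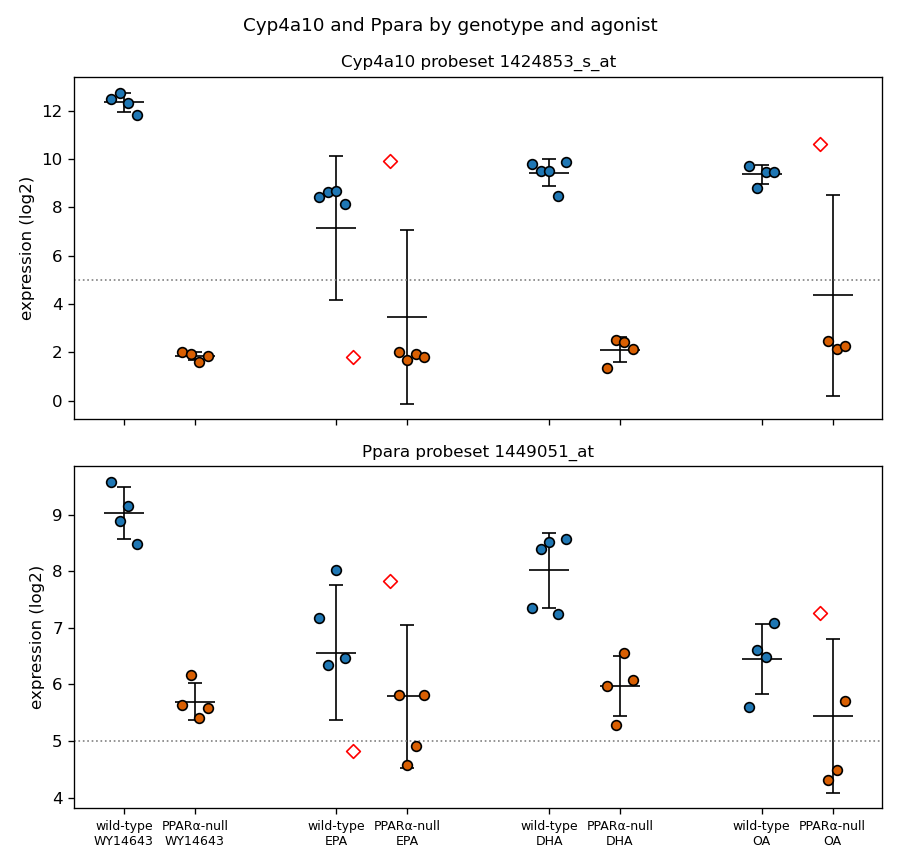
Log2 expression of the Cyp4a10 and Ppara probesets in each array, by genotype and agonist, with the mean and SD of each group as labelled (n = 4 or 5); the dotted line is the level counted as expressed (log2 of 5). The open red diamonds are the arrays labelled wild-type EPA replicate 5 (Cyp4a10 1.81), PPARα-null EPA replicate 5 (9.91) and PPARα-null OA replicate 1 (10.61).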

Expression of transport and phase I/II metabolism genes (barrier genes) was studied using microarrays. The Affymetrix GeneChip Mouse Genome 430 2.0 array comprised of 45,038 probesets, representing 16,579 unique genes. Annotation information from Affymetrix was queried to compile a list of transport and phase I/II metabolism genes present on the array (for details, see methods section). This set consisted of 944 probesets, encoding for 529 unique genes, and was used throughout all analyses. We identified 9,426 significantly expressed genes in small intestine, of which 264 were barrier genes.

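Solute carriers made up most of the barrier genes found in the small intestine, with 183 expressed Slc genes. Expressed members of the other families were 27 Abc transporters, 21 cytochrome P450s, 20 glutathione S-transferases, 14 sulphotransferases, 8 aldo-keto reductases, 8 N-acetyltransferases, 5 Ugt genes and 2 epoxide hydrolases, and 7 were glutathione peroxidases, the reductase or the synthetase. Some were expressed at a high level. Gsta1 and Gsta2, which share a probeset, were at 13.98 (SD 0.11, n = 5) on the log2 scale in wild-type mice after DHA, and the glucose transporter Slc5a1 was at 13.47 (SD 0.11, n = 4) in PPARα-null mice after WY14643. The organic cation transporter Slc22a3, at 2.98 (SD 0.27, n = 4) in PPARα-null mice after WY14643, was under the level counted as expressed there. In all, 15384 probesets were expressed, of which 13710 had 1 gene symbol, and these stood for 8626 genes, 296 of them barrier genes. The barrier genes were taken from the gene symbols of the named families, 593 genes on 1033 probesets, because the annotation release that the paper queried was not at hand. Of the 45037 probesets that were not controls, 34945 had 1 gene symbol and 9160 had none.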

As expected, of all agonists used in this study, acute treatment with WY14643 provoked the most pronounced response, both with respect to the number of regulated genes and the magnitude of the fold changes. 

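After WY14643 the acyl-CoA thioesterase Acot3 was at least 7.57-fold higher in wild-type than in PPARα-null mice, and its paralog Acot1 was 20.5-fold higher. The lipolysis inhibitor G0s2 was at least 14.1-fold higher and the desaturase Scd1 at least 19.9-fold higher, and the peroxisomal thiolase Acaa1b was 17.4-fold higher. Among the genes that were lower in wild-type mice were Mbl2 (at least 1.22-fold), the iron reductase Cybrd1 (-1.83 on the log2 scale) and the quinone reductase Cryz (-1.36). After DHA Scd1 (3.41), Acaa1b (3.23) and the heat shock gene Hspa1b (2.97) were among the genes that rose. After OA G0s2 passed the test (2.45, standard error 0.52, adjusted p = 0.0279 from limma).
Of the 8626 expressed genes, limma called 652 after WY14643, 356 of them higher and 296 lower in wild-type mice. DHA gave 707 genes, 387 higher and 320 lower. OA gave 43 genes, or 158 without the 3 doubted arrays, and 5 without wild-type or PPARα-null OA replicate 4. For EPA limma called 0 genes at an adjusted p under 0.05 and 1044 at an unadjusted p under 0.05; without the 3 arrays it called 179. More than a 2-fold difference was reached by 168 of the genes called for WY14643, by 127 of those for DHA and by 21 of those for OA. The median size of the called differences was 0.69 for WY14643 and 0.57 for DHA on the log2 scale. Leaving out PPARα-null DHA replicate 3 lowered the count for DHA to 210 genes, and a block for the replicate number lowered it to 101.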

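After WY14643 the monocarboxylate transporter Slc16a13 was at least 8.92-fold higher in wild-type than in PPARα-null mice (adjusted p = 9.95e-09 from limma) and the aldo-keto reductase Akr1b8 at least 7.43-fold higher (adjusted p = 1.87e-05). The glycerol-3-phosphate transporter Slc37a2 was at least 1.52-fold lower (adjusted p = 5.85e-05). The chloride channel gene Cftr fell by 0.57 on the log2 scale and the aldo-keto reductases Akr1c12 and Akr1c13 by 0.60 and 0.73 (standard errors 0.12, 0.10 and 0.12).
Of the 296 expressed barrier genes, 29 were higher and 35 lower at an adjusted p under 0.05. Adjusted over the list alone, 33 were higher and 42 lower, and the unadjusted p under 0.01 that the paper used gave the same numbers, 33 and 42. By family, 16 of the 183 Slc genes were higher and 20 lower, and among the 8 aldo-keto reductases 1 was higher and 4 were lower. Of 8 N-acetyltransferases 4 were lower and none was higher, and of the 5 Ugt genes 1 was lower.

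**Figure D2:**
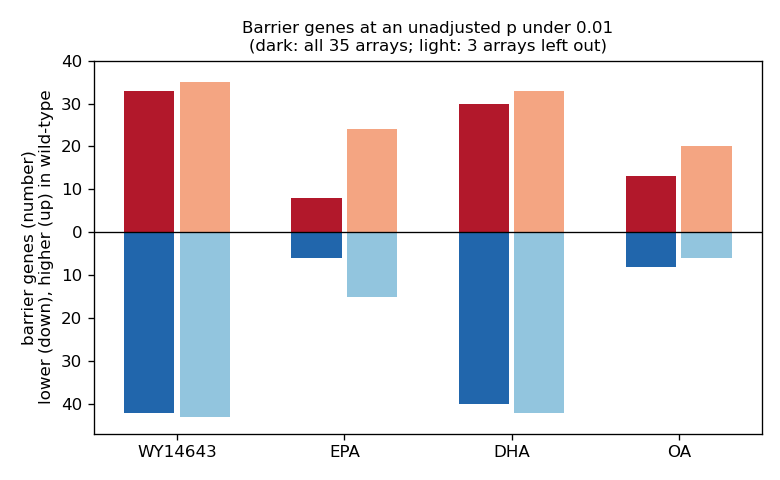
Number of barrier genes with an unadjusted p under 0.01, higher (upward bars) and lower (downward bars) in wild-type than in PPARα-null mice, for each agonist. Dark bars are all 35 arrays and light bars leave out 3 doubted arrays; WY14643 has 33 genes higher and 42 lower in the dark bars.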

Treatment with WY14643 resulted in the PPARα-specific differential expression of 74 transport and phase I/II metabolism genes (Table 1), of which 32 were expressed at higher levels and 42 genes were reduced in wild-type mice compared to PPARα-null mice (for the full list of regulated genes please see additional data, Table 1). On the other hand, treatment of wild-type and PPARα-null mice with OA identified only 19 PPARα-dependently regulated barrier genes (Table 1). Of these, 13 were induced and 6 repressed (additional data, Table 2). 

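The cytochrome P450 Cyp4f16, an ω-hydroxylase, was higher in wild-type than in PPARα-null mice after OA, by 0.93 on the log2 scale (standard error 0.17, adjusted p = 0.0125 from limma). A pair of transporters were lower. The carnitine-efflux and monocarboxylate carrier gene Slc16a9 fell by 1.19 (standard error 0.26, adjusted p = 0.0325) and the sulphate transporter Slc13a1 by 0.57 on its second probeset (standard error 0.13, adjusted p = 0.0414). These 3 were the barrier genes that passed at an adjusted p under 0.05, and the count adjusted over the list alone was 3 as well. Leaving out PPARα-null OA replicate 2 or 4 or wild-type OA replicate 4 left 0 of them in limma (1297 of all genes at an unadjusted p under 0.05 with every array), and only the groups compared left 1. At the paper's unadjusted threshold 13 barrier genes were higher and 8 lower. Without the 3 doubted arrays 7 were higher and 2 lower at an adjusted p under 0.05, among them the fatty acid transporter Slc27a4 at 0.55 (adjusted p = 0.0147).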

Treatment with EPA and DHA resulted in 46 and 41 PPARα-dependently regulated barrier genes, respectively (Table 1). 

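Of the 20 expressed glutathione S-transferase genes 9 were higher in wild-type than in PPARα-null mice after DHA and none was lower, while of the 183 Slc genes 7 were higher and 23 lower. Neither family passed camera with an estimated correlation (adjusted p = 0.174 and 0.432). The phosphate transporter Slc34a2 had the largest fall among the paper's DHA genes, at -2.31 on the log2 scale (standard error 0.56, adjusted p = 0.0116 from limma). The lactate and nicotinate carrier Slc5a12 fell by 1.93 (standard error 0.45, adjusted p = 0.0087). For EPA no barrier gene passed in limma at an adjusted p under 0.05, adjusted over all genes or over the list alone. After EPA Slc25a20 (0.80, standard error 0.27) and Slc13a2 (-0.59, standard error 0.21) passed the unadjusted threshold of the paper.
DHA gave 24 barrier genes higher and 26 lower at an adjusted p under 0.05, and 30 higher and 40 lower when adjusted over the list alone. The unadjusted p under 0.01 gave 30 and 40 genes for DHA, and 8 higher and 6 lower for EPA. Leaving these arrays out, EPA had 14 genes higher and 0 lower in limma, 20 higher and 6 lower adjusted over the list alone, and 24 higher and 15 lower at the paper's threshold. Leaving out PPARα-null DHA replicate 3 took the barrier count for DHA from 50 to 20, and a block for the replicate number took it to 6.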

Activation of PPARα by EPA increased the expression of 32 genes and suppressed 14 genes (additional data, Table 3), whereas for DHA these numbers were 22 and 19, respectively (additional data, Table 4).

**Table 1:** Number of PPARα-dependently regulated genes after treatment with different agonists

	**OA**		**EPA**		**DHA**		**WY14643**	
	
	**All genes**	**Barrier genes**	**All genes**	**Barrier genes**	**All genes**	**Barrier genes**	**All genes**	**Barrier genes**
Number of PPARα-dependent regulated genes	508	19	874	46	894	41	1218	74
Percentage	5.4	7.2	9.3	17.4	9.5	15.5	12.9	28.0

Number of PPARα-dependently regulated genes and corresponding percentages for all genes and the barrier gene set after activation with OA, EPA, DHA, and WY14643. The percentages relate to the total number of expressed genes (9,426) and all barrier genes (264), respectively.

In Bünger et al [22] we reported that under basal (control) conditions only 21 genes were differentially expressed in small intestine of wild-type mice compared to PPARα-null mice. The currently investigated barrier gene set includes 2 of these genes, Slc25a20 and Cyp4a10, which were both expressed at lower levels in the null mice. 

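Slc25a20 carries acylcarnitines into mitochondria for oxidation. After WY14643 its level on the log2 scale was 11.18 (SD 0.27, n = 4) in wild-type and 8.40 (SD 0.10, n = 4) in PPARα-null mice on the probeset the paper uses. The difference was 6.87-fold (adjusted p = 8.31e-08 from limma), and a second probeset gave 5.59-fold. After DHA the difference was 2.40-fold (adjusted p = 0.0065). Under EPA it did not pass the test, at 1.75-fold (adjusted p = 0.424), and without the doubted arrays it was 1.36 on the log2 scale (adjusted p = 7.3e-06). The difference after WY14643 was larger than that after EPA by 1.98 on the log2 scale, and larger than that after OA by 2.25, in limma's interaction test. Untreated mice were not analysed here, so the basal difference that the paper reports was not tested.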

We found that expression of Slc25a20 was only slightly elevated after acute treatment with WY14643, EPA, and DHA, which indicates that the regulation of Slc25a20 by PPARα may be of less relevance during (nutritional) activation of PPARα. In contrast, the fold induction of Cyp4a10 observed after acute treatment with WY14643, EPA and DHA was much larger than the basal difference, which implies that for this gene activation of PPARα is of importance.

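Cyp4a10 was far higher in wild-type than in PPARα-null mice after WY14643, at 12.35 (SD 0.39, n = 4) against 1.84 (SD 0.17, n = 4) on the log2 scale. The level in PPARα-null mice was under the level counted as expressed, so the difference is given as at least 163-fold (adjusted p = 1.28e-05 from limma). After DHA the difference was at least 21.6-fold, with every wild-type mouse above every PPARα-null mouse (exact permutation test, two-tailed, p = 0.00794, the smallest that 5 mice against 4 allow). As labelled, the EPA arrays gave 7.14 (SD 2.99, n = 5) in wild-type and 3.47 (SD 3.60, n = 5) in PPARα-null mice, which did not pass (adjusted p = 0.439 from limma). OA gave 9.37 (SD 0.40, n = 4) against 4.37 (SD 4.16, n = 4). The values without the doubted arrays are no test of this gene, on which they were doubted. The probeset cannot tell Cyp4a10 from Cyp4a31.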

When comparing the list of barrier genes that were PPARα-dependently regulated after acute treatment with WY14643 with that of a long-term (5 day) exposure experiment [22], we found an overlap of 74% (additional data, Table 5). This indicates that short-term regulation evoked with synthetic agonists is maintained for at least 5 days.

Hirai et al [28] very recently reported their study in which they identified seven nutrient and drug transporters that were PPARα-dependently regulated in small intestine after 3 days exposure to two synthetic agonists. In concordance with their data, we found that all except 2 of these transporters were regulated after acute treatment with WY14643 as well. In addition, we observed that these carriers were also PPARα-dependently regulated by DHA and EPA. Like Hirai et al, we did not observe a PPARα-dependent regulation of Pept1 (Slc15a1), the first intestinal nutrient transporter shown to be PPARα-dependently regulated during fasting [28,29].

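The peptide transporter Slc15a1 takes up di- and tripeptides at the brush border. After WY14643 its level did not pass the test, at 8.92 (SD 0.16, n = 4) in wild-type and 9.09 (SD 0.12, n = 4) in PPARα-null mice on the log2 scale (adjusted p = 0.615 from limma). It was lower in wild-type mice after DHA, by 0.52 on the log2 scale (standard error 0.14, adjusted p = 0.0259). Neither EPA (-0.19, adjusted p = 0.68) nor OA (-0.30, adjusted p = 0.46) gave a difference that passed. Without the doubted arrays these became -0.36 and -0.32, which did not pass either. A larger difference of Slc15a1 under DHA than under WY14643, EPA or OA was not shown in limma's interaction test (adjusted p = 0.703, 0.93 and 0.928).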

To characterize the importance of PPARα in controlling expression of small intestinal transporters and phase I/II metabolic enzymes, we compared the fraction of PPARα-dependently regulated genes of the barrier gene set with that observed for all genes (Table 1). For treatment with OA the percentages were 7.2% and 5.4%, respectively, for the set of barrier genes and all expressed genes. This difference was not statistically significant (p = 0.11). However, the other two natural agonists showed a significantly higher percentage of regulated genes for the barrier gene set than for all genes; for EPA this percentage was 9.3% for all genes, whereas 17.4% of the barrier genes were regulated (p < 0.001). 

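Barrier genes among those that differed between the genotypes after OA included the fatty acid transporter Slc27a4 (0.46 on the log2 scale, standard error 0.16), the phosphate transporter Slc20a2 (0.67, standard error 0.17) and the dopamine transporter Slc6a3 (1.39, standard error 0.45). None of these 3 passed at an adjusted p under 0.05, and each passed the paper's unadjusted threshold. At that threshold 7.09% of the 296 barrier genes differed (exact 95% interval 4.45 to 10.6%), against 5.30% of all 8626 genes. The one-tailed binomial test that the paper used gave p = 0.109. Genes are not independent replicates, so this p understates the uncertainty. In the same test, leaving out single arrays moved the p for OA between 0.0166 and 0.657, and 1 probeset per gene gave 0.0243. Without the doubted array and the EPA pair the shares were 8.72% and 6.35% (exact p = 0.0637).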

For DHA these percentages were 9.5% and 15.5% respectively (p < 0.001). 

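Among the barrier genes that differed after DHA were the carnitine transporter Slc22a5 and the peroxisomal transporter Abcd3, at adjusted p of 0.000879 and 0.000995 from limma. At the paper's threshold 23.6% of the barrier genes differed after DHA (exact 95% interval 18.9 to 28.9%) against 13.3% of all genes (one-tailed binomial test, p = 1.06e-06). For EPA, as labelled, the share was 4.73% (interval 2.61 to 7.81%) against 3.14%, and the same exact test gave p = 0.0866. Without the 3 doubted arrays the shares for EPA were 13.1% (interval 9.47 to 17.5%) and 7.51% (exact p = 0.000547). Leaving out single arrays moved the p for EPA between 0.00197 and 0.729. The binomial test takes genes as independent, which they are not.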

For WY14643 we observed an even larger difference between all genes and the barrier gene set; 12.9% respectively 28.0% of the genes were regulated in a PPARα-dependent manner (p < 0.001). These results imply that PPARα plays an important role in regulating small intestinal gene expression of transporter and phase I/II metabolic enzymes.

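The share of barrier genes that differed after WY14643 was 25.3% (exact 95% interval 20.5 to 30.7%) against 11.9% of all genes (one-tailed binomial test, p = 1.44e-10, with genes counted as if independent). Among them was Slc27a2, which the paper describes as activating fatty acids ahead of oxidation in peroxisomes. It was 2.25-fold higher in wild-type mice (adjusted p = 0.00122 from limma), and the ABC transporter Abcg2 was 1.92-fold higher (adjusted p = 9.4e-08). The bicarbonate transporter Slc4a4 and the zinc transporter Slc30a2 were lower, by -0.33 and -0.60 on the log2 scale (adjusted p = 0.0298 and 0.028). At an adjusted p under 0.05 the shares were 21.6% of the barrier genes and 7.56% of all genes after WY14643, and 16.9% and 8.20% after DHA. From the larger shares among the barrier genes, the paper infers that PPARα plays an important role in regulating transporters and phase I/II enzymes in the small intestine.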

### Overlap between OA, EPA, DHA and WY14643 treatment

We also determined the overlap of PPARα-dependently regulated genes between the different treatments. Most of the genes regulated upon treatment with OA were not regulated by DHA and EPA (Figure 1A) or WY14643 (data not shown). 

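Cyp4f16, Cyp2c65 and Abcd3 were among the 21 barrier genes that differed after OA at the paper's threshold. Of these 21 genes, 13 differed after neither EPA nor DHA, and 10 did not differ after WY14643. Abcd3, Cyp2c65 and the creatine transporter Slc6a8 differed after OA, EPA and DHA alike, where 0.0575 genes would be shared by chance. Pairs of agonists shared 8 barrier genes for DHA and OA (2.40 by chance), 3 for EPA and OA (0.514) and 10 for WY14643 and OA (2.58), all counted in the same direction, and 1 more gene differed after WY14643 and OA in opposite directions. With those 3 arrays left out 11 of the 26 OA genes differed after neither EPA nor DHA, and 11 were shared by OA, EPA and DHA. The 3 shared genes became 0 without an intensity trend, with only the groups compared, and without PPARα-null EPA replicate 3 or wild-type EPA replicate 3 or 4. The comparisons of the 4 agonists have no array in common, but they share 1 model over all arrays. A genotype difference present without an agonist would also recur under each of them. More overlap than by chance therefore does not in itself show a shared action of the agonists.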

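The peroxisomal transporter Abcd3 and the cytochrome P450 Cyp2c65, an enzyme of arachidonic acid metabolism, were higher in wild-type than in PPARα-null mice under all 4 agonists at an unadjusted p under 0.01. For Abcd3 the differences were 2.84-fold after WY14643, 1.84-fold after DHA, 1.43-fold after OA and 1.31-fold after EPA. Cyp2c65 was 2.61-fold higher after WY14643, 2.49-fold after DHA, 1.73-fold after OA and 1.57-fold after EPA. At an adjusted p under 0.05 in limma both passed after WY14643 and DHA. The ω-hydroxylase Cyp4f16 passed after WY14643 (1.94-fold, adjusted p = 0.000209) and OA, and had an adjusted p of 0.0682 after DHA and 0.526 after EPA. Slc27a4, a fatty acid transport protein, passed after WY14643 (1.74-fold, adjusted p = 0.000883), with adjusted p of 0.0692 after DHA, 0.227 after OA and 0.599 after EPA. Without the 3 doubted arrays, 10 barrier genes met the unadjusted threshold under all 4 agonists. These included Abcd3, Cyp2c65, Cyp4f16 and Slc27a4 as well as the transporters Slc22a5, Slc25a20 and Slc25a34. The 2 genes shared as labelled became 0 without an intensity trend, with only the groups compared and with the replicate block. Array weights gave 6 shared genes, and leaving out single arrays gave from 0 to 6.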

Only four genes, i.e. Slc27a4 (Fatp4), Cyp4F16, Cyp2c65, and Abcd3 were regulated upon all 4 treatments. For these genes additional qRT-PCR analyses were performed, which confirmed the array results (Table 2). There was considerable overlap between the genes affected by EPA, DHA or WY14643 treatment (Figure 1B). These overlapping genes behaved the same in all treatments, i.e. they were either increased or suppressed in wild-type compared to PPARα-null mice upon all treatments. 

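Shared by EPA, DHA and WY14643 were 8 barrier genes, of which 6 were higher in wild-type mice, namely Abcd3, Abcg2, Cyp2c65, Gstm4, Mgst1 and Slc25a20. The arachidonic acid epoxygenase Cyp2j6 and the citrate transporter Slc13a2 were lower. By chance 0.205 genes would be shared if the lists were independent. Abcg2, which exports porphyrins at the apical membrane, rose by 0.94 after WY14643 and by 0.39 after DHA (standard errors 0.10 and 0.10). Slc13a2 fell by 1.09 and by 1.12 in the same comparisons (standard errors 0.23 and 0.22). None of the 8 shared genes had opposite directions. Over all genes these 3 agonists shared 82, and 0 were in opposite directions. WY14643 and DHA alone shared 33 barrier genes, where 9.02 were to be expected by chance, and 370 of all genes in the same direction, beside 5 in opposite directions. Without the doubted arrays 24 barrier genes were shared by EPA, DHA and WY14643, while without wild-type EPA replicate 2 or 4 it was 2, with the replicate block 3 and with only the groups compared 4.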

In Table 6 of the additional data the complete list of overlapping genes is presented. It is likely that OA treatment affected fewer genes, because the mice may be adapted to this fatty acid since they were fed a diet based on olive oil three weeks before gavage (for details, see methods section). In addition, it is generally accepted that polyunsaturated fatty acids activate PPARα better than monounsaturated fatty acids [30-33], which is in line with our result that OA activated less genes PPARα-dependently than EPA and DHA. 

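The thiolase Acaa1b rose after DHA, and after OA its difference was 2.07 on the log2 scale (standard error 0.67), which did not pass. For the enoyl-CoA isomerase Eci1 the differences were 1.78 after DHA and 0.99 after OA, and for the aldehyde dehydrogenase Aldh3a2 they were 1.56 and 1.25. Over 315 probesets called under both DHA and WY14643, the median ratio of the OA to the DHA difference was 0.624 with the array labelled PPARα-null OA replicate 1 left out. Leaving out 1 more array at a time moved this ratio from 0.577 to 0.675. With all arrays it was 0.516. The ratio for EPA to DHA was 0.742 without the doubted arrays, and that for WY14643 to DHA was 1.31. Choosing probesets called under DHA favours ratios under 1 for OA and EPA. Over 969 probesets called under WY14643 alone, the ratio of OA to DHA was 0.699. Limma's interaction test of OA against EPA called 0 genes (682 at an unadjusted p under 0.05). For DHA against OA it called 0 genes as well (720 at an unadjusted p under 0.05), or 2 without the doubted arrays.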

Although the overlap between WY14643-, EPA-, and DHA-regulated genes was high, we still observed differential gene activation between these treatments. 

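The difference of Acot3 between the genotypes was larger after WY14643 than after DHA by 4.47 on the log2 scale. That of the acetyl-CoA carboxylase Acacb was larger by 3.25. Both genes lay under 32 in PPARα-null mice after WY14643 (2.42 and 2.48 on the log2 scale), so these sizes are uncertain. In the other direction, Gsta2 had a difference that was lower under WY14643 than under DHA by -1.64, and Pparg had -1.27. In limma's interaction test 50 genes passed for WY14643 against DHA, 12 of them barrier genes. For WY14643 against EPA 112 passed, 13 of them barrier genes. Leaving out single arrays gave from 19 to 70 genes against DHA and from 75 to 153 against EPA. The replicate block gave 12 and 59, and leaving out the doubted arrays 104 and 95. EPA against DHA gave 0 genes (695 at an unadjusted p under 0.05).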

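Coactivators bind the activated receptor and link it to transcription. Ncoa1 (Src-1) differed by -0.21 on the log2 scale after WY14643, -0.10 after EPA and -0.17 after DHA, with adjusted p of 0.517, 0.843 and 0.534 from limma. Med1 differed by -0.22, 0.15 and 0.10, and Ep300 (p300) by -0.15, -0.07 and 0.05. Ppargc1a (Pgc1α) was lower in wild-type mice after OA, by -0.81 (standard error 0.17, adjusted p = 0.0234 from limma), and after DHA, by -0.52 (adjusted p = 0.0444 from limma), on one of its probesets. On the probeset taken for the named genes neither passed (adjusted p = 0.215 after OA and 0.11 after DHA). Of 22 genes for PPARs, partners and coactivators, 3 were higher and 1 was lower after WY14643. The higher ones were Ppara, Nr0b2 and Nr1h4. Recruitment to the receptor was not measured.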

The exact mechanism(s) underlying these differences are currently unclear, but we speculate this may be partially due to the differential recruitment of coactivators such as Src-1, Med1, Pgc1α, and p300 by the three agonists [34-37]. Alternatively, hitherto unknown additional signaling routes not shared by the three agonists may exist.

**Table 2:** Confirmation of microarray results

	**WY14643**		**EPA**		**DHA**		**OA**	
**Gene symbol**	**FC (MA)**	**FC (qPCR)**	**FC (MA)**	**FC (qPCR)**	**FC (MA)**	**FC (qPCR)**	**FC (MA)**	**FC (qPCR)**

*Fatp4 (Slc27a4)*	**1.7 **(0.24)	**2.2 **(0.28)*	**1.5 **(0.14)	**1.7 **(0.30)*	**1.4 **(0.14)	**1.5 **(0.09)*	**1.4 **(0.16)	**1.6 **(0.41)*
*Abcd3*	**2.8 **(0.38)	**4.9 **(0.75)*	**1.7 **(0.11)	**2.0 **(0.28)*	**1.8 **(0.08)	**2.7 **(0.50)*	**1.4 **(0.10)	**2.0 **(0.22)*
*Cyp2c65*	**2.6 **(0.34)	**3.7 **(0.69)*	**2.3 **(0.24)	**2.8 **(0.51)*	**2.5 **(0.48)	**3.9 **(1.13)*	**1.7 **(0.23)	**2.7 **(0.94)*
*Cyp4F16*	**1.9 **(0.36)	**2.0 **(0.44)*	**1.5 **(0.14)	**1.3 **(0.30)*	**1.4 **(0.17)	**1.5 **(0.25)*	**1.9 **(0.34)	**2.5 **(0.36)*

Microarray results were confirmed with qPCR. FC = Fold change, MA = microarray, qPCR = quantitative PCR. For the qPCR analysis: mRNA levels were standardized to cyclophilin; expression in the PPARα-null mice was arbitrarily set to 1. Significance was determined by a Bayesian t-test (array data) or unpaired student's *t*-test (qPCR data), * = p-value <0.05. Data are means ± standard error (n = 4–5).

**Figure 1:**
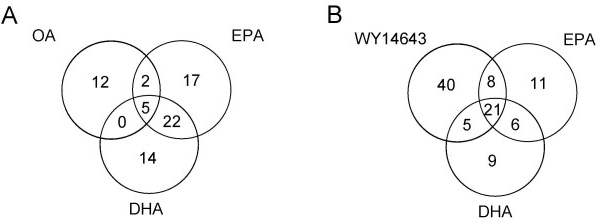
**Overlap of PPARα-dependently regulated genes between the four agonists**. The numbers in the Venn plots represent the numbers of PPARα-dependently regulated genes for each treatment. A) Overlap between OA, EPA and DHA, B) Overlap between EPA, DHA, and WY14643.

### Functional implications of acute PPARα activation in small intestine

A summary of functional outcomes of PPARα activation by the agonists inferred from our data is presented in table 3. Although in this study we only determined mRNA levels, it has been reported that for the majority of genes the mRNA levels reflect protein abundance very well [38,39]. We therefore allow ourselves to speculate about the functional consequences of nutritional PPARα activation. Nevertheless, these implications should ultimately be evaluated in follow-up studies.

**Table 3:** Overview of regulated processes

**Gene symbol**	**Probeset ID**	**FC WY**	**FC EPA**	**FC DHA**	**FC OA**	**Function**
**Fatty acid oxidation**						
Fatp4 (Slc27a4)	1424441_at	1.7	1.5	1.4	1.4	Apical long chain FA uptake [76]
Cact (Slc25a20)	1423109_s_at	6.8	2.6	2.4	nc	Carnitine cycle in mitochondrial β-oxidation [62]
Octn2 (Slc22a5)	1421848_at	7.7	3.2	4.2	nc	Apical carnitine uptake for mitochondrial β-oxidation [48]
Fatp2 (Slc27a2)	1416316_at	2.2	1.6	nc	nc	Has acyl CoA properties to activate FA for subsequent peroxisomal β-oxidation [86]
Abcd3	1416679_at	2.8	1.7	1.8	1.4	Transport of VLFA over the peroxisomal membrane for peroxisomal β-oxidation [77]
Cyp4a10	1424853_s_at	1447.2	120.2	160.3	nc	ω-oxidation [87]
Cyp4b1	1416194_at	1.7	nc	nc	nc	ω-oxidation [87, 88]
Cyp4f16	1417277_at	1.9	1.5	1.4	1.9	ω-oxidation [89, 90]
G6pt1 (Slc37a4)	1417042_at	-1.5	nc	nc	nc	Glycogenolysis [91]
Nadc1 (Slc13a2)	1418857_at	-2.1	-2.2	nc	nc	Dicarboxylates uptake for Krebs cycle [92]
**Cholesterol flux**						
Npc1l1	1438514_at	-1.5	-1.4	-1.6	nc	Apical cholesterol uptake [93]
Abca1	1450392_at	12.1	3.2	nc	nc	Basolateral cholesterol efflux [56, 58]
**Glucose transport**						
Sglt1 (Slc5a1)	1455431_at	-1.4	nc	nc	nc	Apical glucose uptake [94]
Glut2 (Slc2a2)	1449067_at	-1.4	nc	nc	nc	Basolateral glucose efflux [95]
Glut1 (Slc2a1)	1426599_a_at	-1.5	nc	nc	nc	Glucose transport [95]
Sglt4 (Slc5a9)	1439494_at	-1.7	-1.7	-2.0	nc	Glucose + mannose transport [96]
**Amino acid metabolism**						
Eaac1 (Slc1a1)	1448299_at	-1.4	nc	nc	nc	Apical glutamate uptake [97]
Pat1 (Slc36a1)	1428793_at	nc	-1.6	-1.8	nc	Apical neutral amino acids uptake [98]
Lat2 (Slc7a8)	1417929_at	-1.6	-1.6	-2.0	nc	Basolateral neutral amino acids efflux [99]
Tat1 (Slc16a10)	1436368_at	-1.7	-1.4	-1.8	nc	Basolateral aromatic amino acids efflux [100]
y^+^Lat1 (Slc7a7)	1447181_s_at	1.5	nc	nc	nc	Basolateral cationic amino acids efflux [99]
Aralar1 (Slc25a12)	1428440_at	-1.3	nc	nc	nc	Malate-aspartate shuttle: provides cytosolic aspartate [62]
**Intestinal motility**						
Sert (Slc6a4)	1417150_at	-1.4	-1.2	-1.3	nc	Serotonine uptake [66]
Dat1 (Slc6a3)	1417415_at	nc	1.8	nc	2.6	Dopamine uptake [68]
Nas1 (Slc13a1)	1430804_at	-2.1	-2.0	nc	-2.3	Apical sulphate uptake [101]
**Oxidative stress**						
Dic (Slc25a10)	1416954_at	1.6	1.5	nc	nc	Pyruvate metabolism [62]
Kmcp1 (Slc25a30)	1420836_at	5.5	nc	nc	nc	?
Mct13 (Slc16a13)	1453056_at	10.7	1.5	1.8	nc	?
Svct1 (Slc23a1)	1421912_at	nc	1.7	nc	nc	Apical vitamin C uptake [102]
Svct2 (Slc23a2)	1445589_at	1.4	nc	nc	nc	Basolateral vitamin C uptake [102]
Cyp2c29	1417651_at	nc	3.2	nc	nc	Phase I metabolism
Cyp2c65	1429994_s_at	2.6	2.3	2.5	1.7	Phase I metabolism
Cyp2d22	1419039_at	1.7	1.5	nc	nc	Phase I metabolism
Akr1b8	1448894_at	13.4	3.2	5.1	nc	?
Akr1c12	1422000_at	-1.5	nc	nc	nc	Aldo-ketoreductase activity (Phase II)
Akr1c13	1418672_at	-1.7	nc	nc	nc	Aldo-ketoreductase activity (Phase II)
Ephx1	1422438_at	1.7	1.6	1.9	nc	Epoxide hydrolase activity (Phase II)
Ephx2	1448499_a_at	1.5	1.4	nc	nc	Epoxide hydrolase activity (Phase II)
Gsta1///Gsta2	1421041_s_at	nc	1.2	1.3	nc	Glutathione transferase activity (phase II)
Gsta3	1423436_at	nc	nc	1.8	nc	Glutathione transferase activity (phase II)
Gsta4	1416368_at	nc	nc	1.5	nc	Glutathione transferase activity (phase II)
Gstk1	1452823_at	1.3	1.3	1.5	nc	Glutathione transferase activity (phase II)
Gstm1	1448330_at	nc	1.7	nc	nc	Glutathione transferase activity (phase II)
Gstm3	1427473_at	nc	2.4	2.6	nc	Glutathione transferase activity (phase II)
Gstm4	1424835_at	2.0	1.8	1.8	nc	Glutathione transferase activity (phase II)
Gstm5	1416842_at	-1.3	nc	nc	nc	Glutathione transferase activity (phase II)
Gstm6	1422072_a_at	nc	1.3	nc	nc	Glutathione transferase activity (phase II)
Gstt2	1417883_at	1.2	nc	nc	nc	Glutathione transferase activity (phase II)
Mgst1	1415897_a_at	1.4	1.3	1.2	nc	Glutathione transferase activity (phase II)
Abcg2	1422906_at	1.9	nc	1.3	nc	Apical heme secretion [74]

Overview of PPARα-dependently regulated processes related to transport and phase I/II metabolism in the small intestine. All processes are described in the results and discussion section. FC = fold change, nc = not changed.

### Role of PPARα in intestinal fatty acid oxidation

It is well established that PPARα serves as a master regulator of fatty acid catabolism, which is also apparent from our data [22,40]. Various transporters and phase I enzymes involved in fatty acid uptake and oxidation were PPARα-dependently regulated (Table 3). Although the extent varied somewhat, all 4 agonists regulated long chain fatty acid uptake, mitochondrial and peroxisomal β-oxidation, ω-oxidation, and the metabolism of energy-yielding substrates (glycogenolysis and Krebs cycle). For most genes this regulation was agonist-independent and is consistent with earlier findings [41-43]. It is known that enhanced fatty acid β-oxidation is correlated with reduced severity of inflammatory bowel disease [44]. Furthermore it has been shown that WY14643 treatment caused a reduction of colon injury in a murine DNBS experimental colitis model [45] and that WY14643 treatment might have an anti-inflammatory effect in the small intestine [22]. It has been reported that the expression of Octn2 (Slc22a5), involved in apical carnitine uptake, is induced by WY14643 and clofibrate [46-48]. 

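Mitochondrial β-oxidation was the group with the most genes higher in wild-type mice after WY14643, with 18 of 23 measured members higher and none lower (19 higher and 1 lower when adjusted over the list alone). The enoyl-CoA isomerase Eci1 rose by 2.64 on the log2 scale, the trifunctional protein gene Hadha by 1.60 and the carnitine palmitoyltransferase Cpt1a by 1.43 (standard errors 0.29, 0.16 and 0.16). Of 19 genes of peroxisomal oxidation 15 were higher, among them Ehhadh by 2.02 and Hsd17b4 by 1.95, and 9 of 13 genes of fatty acid uptake and activation were higher, among them the synthetase gene Acsl3 by 1.45 and Cd36 by 1.20. The ω-oxidation list had 3 of 6 members higher, namely Aldh3a2, Cyp4f16 and Cyp4b1. For these 4 lists camera, which compares a list with all other genes, gave adjusted p of 0.00399, 0.00399, 0.00614 and 0.141 with an estimated correlation. Among all lists tested 7 passed for WY14643, against 1 with only the groups compared and 4 with the replicate block.
After DHA 14 of the 23 mitochondrial genes were higher in wild-type mice (16 when adjusted over the list alone), with Eci1 and the acyl-CoA dehydrogenase gene Acadvl (0.90, standard error 0.17) among them, and 8 of the 19 peroxisomal genes. Of the uptake genes 2 were higher after DHA (6 when adjusted over the list alone), among them Fabp1 by 0.28. Camera's adjusted p for the mitochondrial list was 0.154 with an estimated correlation. After OA and EPA no mitochondrial gene passed in limma over all genes, at an unadjusted p under 0.05 the counts over all genes were 1297 and 1044, and adjusted over the list alone 6 were higher after OA and 4 after EPA. Once the 3 arrays were set aside, 10 mitochondrial genes were higher after OA and 13 after EPA.
The differences depended on the agonist for part of the genes. In limma's interaction test 13 of the 23 mitochondrial genes had a larger difference under WY14643 than under OA, 14 than under EPA and 4 than under DHA, and without the doubted arrays 13, 15 and 10.
The paper groups 10 genes under fatty acid oxidation, chosen by the study on these samples and so not independent evidence. Of these, 9 were counted, without Cyp4a10, whose probeset also matches Cyp4a31. After WY14643 7 of the 9 were higher and 2 lower. After DHA 3 were higher and 2 lower (5 higher and 2 lower adjusted over the list alone). The lower ones were Slc13a2 and the glucose-6-phosphate transporter Slc37a4, the latter by 0.62 after WY14643 and 0.58 after DHA (standard errors 0.17 and 0.16).

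**Figure D3:**
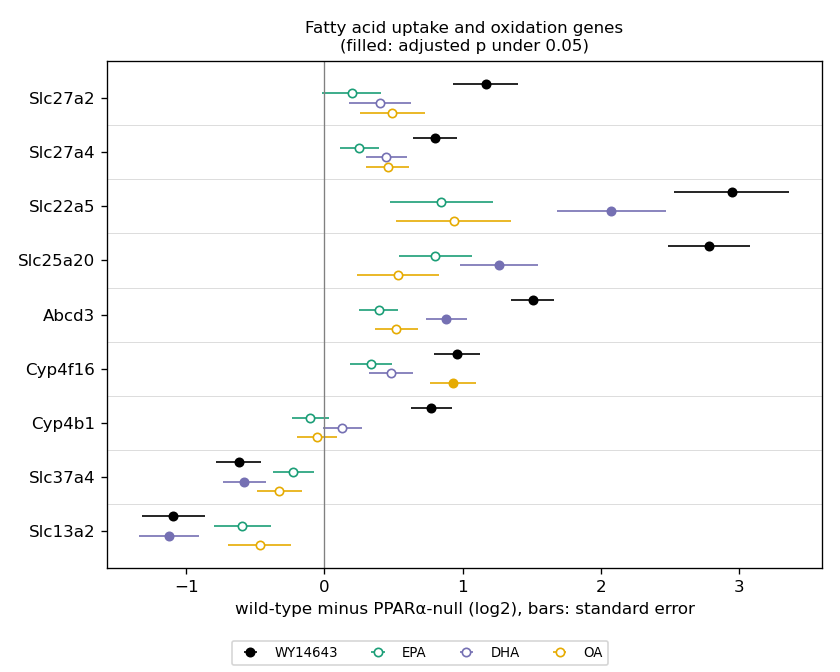
Difference between wild-type and PPARα-null mice on the log2 scale with its standard error, for 9 genes of fatty acid uptake and oxidation under each agonist (n = 4 or 5 mice per group). Filled points have an adjusted p under 0.05 from limma; Slc22a5 lies farthest to the right, at 2.95 after WY14643.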

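Slc22a5 takes up carnitine, which long chain fatty acids need to enter mitochondria. After WY14643 it was 7.72-fold higher in wild-type than in PPARα-null mice on the probeset the paper uses (adjusted p = 8.89e-06 from limma). After DHA it was 4.22-fold higher, at 8.47 (SD 0.42, n = 5) against 6.39 (SD 0.17, n = 4) on the log2 scale (adjusted p = 0.00257 from limma). The difference after EPA did not pass as labelled, at 0.85 (standard error 0.37, adjusted p = 0.523), and was 1.58 without the doubted arrays (adjusted p = 4.86e-05). OA gave 0.93 (adjusted p = 0.379), or 1.36 without the doubted arrays (adjusted p = 0.00166). On a further probeset the difference was larger after WY14643 than after OA by 2.81 in limma's interaction test.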

Here we showed that also EPA and DHA induced expression of Octn2. Recently it has been reported that two functionally relevant polymorphisms in the Octn2 (Slc22a5) gene are associated with increased risk for inflammatory bowel disease [49,50], and that Octn2 expression is decreased in rats with induced inflammatory bowel disease [51]. Taken together, our data imply that nutritional activation of PPARα might be therapeutically valuable for patients with inflammatory bowel disease.

### PPARα regulates intestinal cholesterol flux

Expression of the apical cholesterol uptake transporter Npc1l1 was PPARα-dependently suppressed after treatment with WY14643, EPA, and DHA (Table 3), as also has been observed after fenofibrate treatment [52] and PPARδ activation [53]. It is known that treatment with WY14643 for 5 days induced expression of Abca1 [54]. 

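Npc1l1 takes up cholesterol at the apical membrane. It was lower in wild-type than in PPARα-null mice after DHA, at 11.25 (SD 0.21, n = 5) against 11.94 (SD 0.48, n = 4) on the log2 scale (adjusted p = 0.0101 from limma). After WY14643 the difference was -0.57 (standard error 0.17, adjusted p = 0.0455). EPA gave -0.30 (adjusted p = 0.579), and without the doubted arrays -0.50 (adjusted p = 0.0994). OA gave -0.33 (adjusted p = 0.48). Of 21 measured genes of cholesterol synthesis, Lss was lower after WY14643 (at least 1.59-fold), and Lss and Stard4 were lower after DHA.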

Here we show that Abca1 is also acutely regulated after PPARα activation. 

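Abca1 exports cholesterol to apolipoprotein A-I. After WY14643 it was at least 3.70-fold higher in wild-type than in PPARα-null mice on the probeset the paper uses (adjusted p = 4.98e-05 from limma), and another of its probesets gave 5.05-fold (adjusted p = 2.78e-06). After EPA the first probeset was under the level counted as expressed in both genotypes, at 4.76 (SD 0.54, n = 5) and 3.74 (SD 1.21, n = 5) on the log2 scale, and the difference did not pass (adjusted p = 0.571 from limma). With those 3 arrays left out the adjusted p after EPA was 0.0701 on that probeset and 0.000999 on the other, with a log2 difference of 1.21 on the other. On a further probeset the difference was larger after WY14643 than after DHA by 3.01 in limma's interaction test. Of 12 genes of cholesterol flux and LXR targets 3 were higher after WY14643, Abca1, Scarb1 and Lpcat3, and 2 were lower, Npc1l1 and Npc2 (4 higher and 2 lower adjusted over the list alone).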

Abca1, which promotes cholesterol efflux at the basolateral membrane to Apo-AI for HDL formation [55-58] was increased after treatment with WY14643 and EPA. Functionally these results suggest that less cholesterol is absorbed from the lumen and more cholesterol is transferred to Apo-A1, resulting in reduced intracellular cholesterol levels in enterocytes. Enterocytes likely compensate for this by increasing the activity of HMG-CoA reductase, as has been reported before [59-61].

### PPARα regulates intestinal nutrient transport and metabolism

Expression of the apical glucose uptake transporter Sglt1 (Slc5a1) and the basolateral glucose efflux transporter Glut2 (Slc2a2) was PPARα-dependently repressed after WY14643 treatment. Furthermore, WY14643, EPA, and DHA all reduced expression of the apical mannose and glucose uptake transporter Sglt4 (Slc5a9), suggesting that PPARα activation results in reduced glucose transport through the intestinal wall. In addition, several transporters involved in the amino acid metabolism were PPARα-dependently regulated (Table 3). 

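The apical glucose transporter Slc5a1 fell by 0.47 on the log2 scale in wild-type relative to PPARα-null mice after WY14643 (standard error 0.09, adjusted p = 0.000585 from limma), and the basolateral transporter Slc2a2 fell by 0.50 (standard error 0.13, adjusted p = 0.0116). Slc2a2 was also lower after DHA (-0.39, adjusted p = 0.0477). Slc5a9, which takes up mannose and glucose, was lower after DHA by 1.03 on the log2 scale, with 6.29 (SD 0.34, n = 5) in wild-type and 7.32 (SD 0.53, n = 4) in PPARα-null mice (adjusted p = 0.0106 from limma). After WY14643 its difference was -0.75 (adjusted p = 0.0841) and after EPA -0.40 (adjusted p = 0.614), and neither passed. Without the doubted arrays the value for EPA was -0.74 (adjusted p = 0.0988).
Of 12 genes of sugar transport 4 were lower after WY14643 and none was higher (6 lower adjusted over the list alone), with an adjusted p of 0.138 from camera with an estimated correlation. After DHA 4 were lower as well (0.351 from camera). Among the 4 glucose transport genes grouped by the paper, chosen by the study on these samples, 2 were lower after WY14643 and 3 after DHA. Slc2a1 did not pass under any agonist.

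**Figure D4:**
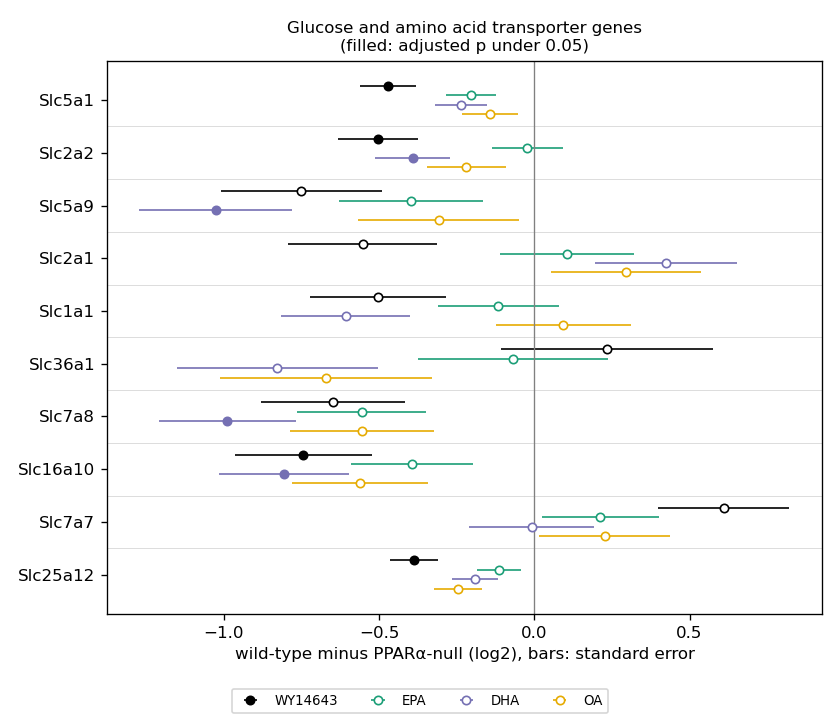
Difference between wild-type and PPARα-null mice on the log2 scale with its standard error, for glucose transporters (Slc5a1, Slc2a2, Slc5a9, Slc2a1) and amino acid transporters under each agonist (n = 4 or 5 mice per group). Filled points have an adjusted p under 0.05 from limma; Slc5a9 after DHA lies at -1.03.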

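After DHA the basolateral exchanger Slc7a8 was 1.99-fold lower in wild-type than in PPARα-null mice (adjusted p = 0.0065 from limma), the aromatic amino acid carrier Slc16a10 was 1.75-fold lower (adjusted p = 0.0184) and the apical transporter Slc6a19 was 1.40-fold lower (adjusted p = 0.0111). Of 29 genes of amino acid and peptide transport 6 were lower after DHA and none was higher (13 lower adjusted over the list alone), with a median of -0.26 on the log2 scale and an adjusted p of 0.135 from camera with an estimated correlation. After WY14643 Slc16a10 and Slc25a12 were lower and Slc7a7 was higher on a second probeset (adjusted p = 0.00224), and camera gave 0.478. Slc7a8 (adjusted p = 0.0971), the glutamate transporter Slc1a1 (0.195) and Slc36a1 (0.78) did not pass after WY14643. EPA gave no called member as labelled, and Slc7a8 had an adjusted p of 0.44, or 0.067 without the doubted arrays. Among the 6 amino acid genes grouped by the paper, chosen by the study on these samples, 1 was higher and 2 lower after WY14643, and 2 were lower after DHA.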

Gene expression of small intestinal apical uptake as well as basolateral efflux amino acid transporters was PPARα-dependently suppressed. Furthermore, activation of PPARα reduced expression of Slc25a12 (Aralar1), which is involved in the malate-aspartate shuttle [62]. These effects are in line with data that showed PPARα-mediated downregulation of genes involved in hepatic amino acid metabolism [40,63]. 

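Slc25a12 exchanges aspartate for glutamate across the inner mitochondrial membrane. It was 1.31-fold lower in wild-type than in PPARα-null mice after WY14643, at 7.62 (SD 0.14, n = 4) against 8.01 (SD 0.05, n = 4) on the log2 scale (adjusted p = 0.00113 from limma). Under the other agonists the differences were -0.11 (EPA), -0.19 (DHA) and -0.25 (OA), and none passed, with adjusted p from 0.123 to 0.636. The proline dehydrogenase Prodh fell by 1.66 after WY14643, 1.11 after DHA and 1.08 after OA (standard errors 0.25, 0.24 and 0.25), and the glutamate dehydrogenase Glud1 fell by 0.68 and 0.59 after the first pair. Of 19 enzymes that break down amino acids 1 was higher and 3 were lower after WY14643 (3 higher and 6 lower adjusted over the list alone), with an adjusted p of 0.587 from camera with an estimated correlation.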

For liver it is suggested that amino acids are conserved for local synthetic processes, including protein and purine synthesis during for instance proliferation [64]. In the small intestine villus length is increased after WY14643 treatment [22], which implies that also in the small intestine amino acids are conserved for local anabolic processes. Taken together, our results suggest that PPARα activation leads to a diminished (neutral) amino acid flux through the enterocyte.

### PPARα regulates intestinal motility

Expression of the serotonin transporter Slc6a4 (Sert) was decreased after treatment with WY14643, EPA, and DHA (Table 3). 

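Slc6a4 clears serotonin by uptake into enterocytes. It was lower in wild-type than in PPARα-null mice after WY14643, by -0.47 on the log2 scale (standard error 0.10, adjusted p = 0.00163 from limma), and after DHA, by -0.41 (standard error 0.09, adjusted p = 0.0065). EPA gave 9.75 (SD 0.09, n = 5) against 9.91 (SD 0.21, n = 5), which did not pass (adjusted p = 0.584 from limma), and without the doubted arrays the difference was -0.27 (adjusted p = 0.104). Tph1, the first enzyme of serotonin synthesis, fell by 0.72 after WY14643 (standard error 0.19), and it is also a marker of enteroendocrine cells, of which Chga, Chgb and Gip were lower too. Of 16 genes of serotonin, dopamine and sulphate handling 5 were lower after WY14643 and none was higher (1 higher and 5 lower adjusted over the list alone), with an adjusted p of 0.152 from camera with an estimated correlation. After DHA 2 were lower, Slc6a4 and Sult1b1, and the decarboxylase Ddc was higher by 0.86.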

Serotonin is a neurotransmitter secreted by enterochromaffin cells and is considered to play a key role in functioning of the gut, initiating peristaltic reflex pathways and facilitating propulsive activity [65].

Inactivation of serotonin is crucial to limit its activity, and this is mediated by Sert [66]. The observed reduced expression will result in a diminished activity of Sert, which in turn may increase intestinal motility [66]. Serotonin is detoxified by sulfation inside the enterocyte [67]. The apical sulfate import seems to be reduced as gene expression of the uptake transporter Slc13a1 (Nas1) was decreased. This might be a response to the decreased uptake of serotonin. 

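Slc13a1 imports sulphate at the apical membrane. On the probeset the paper uses it was 2.06-fold lower in wild-type than in PPARα-null mice after WY14643 and 2.34-fold lower after OA, with adjusted p of 0.0528 and 0.0895 from limma. A second probeset fell by 0.53 after WY14643 (standard error 0.13, adjusted p = 0.00797). Differences after DHA (-0.38, adjusted p = 0.508) and EPA (-0.40, adjusted p = 0.698) did not pass on the first. When the doubted arrays were left out, these were -0.87 for EPA (adjusted p = 0.127) and -1.26 for OA (adjusted p = 0.0296). Papss2, which makes the sulphate donor, and the sulphotransferase Sult1b1 fell by 0.29 and 0.39 after WY14643.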

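Slc6a3 clears dopamine. After OA it was at 7.44 (SD 0.66, n = 4) in wild-type and 6.06 (SD 0.61, n = 4) in PPARα-null mice on the log2 scale, a 2.61-fold difference (adjusted p = 0.175 from limma). After EPA it lay under the level counted as expressed in both genotypes, at 4.50 (SD 0.60, n = 5) and 4.51 (SD 0.69, n = 5), with a difference of -0.01 (adjusted p = 0.997 from limma). Once the 3 arrays were set aside, this was 0.51 (adjusted p = 0.585). Among wild-type mice Slc6a3 was at least 5.44-fold lower after EPA, DHA and WY14643 than after OA. In PPARα-null mice it was at least 2.08-fold lower after DHA than after OA (adjusted p = 0.0135 from limma). The fall after DHA was thus not confined to wild-type mice. Of the 3 motility genes that the paper groups, chosen by the study on these samples, 2 were lower after WY14643 and 1 after DHA.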

We also showed that the dopamine transporter Dat1 was PPARα-dependently upregulated after EPA and OA treatment (Table 4). Dopamine increases contractile force of intestinal motility [68], thus more dopamine likely results in increased intestinal motility. Altogether, we believe it is likely that PPARα is involved in regulating intestinal motility. Our data suggest that in feeding conditions PPARα activation may result in speeding-up intestinal motility.

### PPARα diminishes effects of oxidative stress

Oxidative stress results from an imbalance between formation and degradation of pro-oxidants or decreased cellular antioxidant protection mechanisms and may result in increased cell damage and apoptosis [69]. Many genes included in our barrier gene set, such as CypP450s, Gsts, and several Slc transporters, are involved in oxidative stress and were PPARα-dependently regulated. CypP450s induce oxidative stress by oxidative, peroxidative, and reductive metabolism of endogenous compounds and drugs [5], whereas Gsts are involved in the defense against oxidative stress by catalyzing the conjugation of glutathione to a wide variety of endogenous and exogenous electrophilic compounds [70]. 

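After WY14643 4 of the 21 expressed Cyp genes were higher in wild-type than in PPARα-null mice and 2, Cyp2j6 and Cyp3a13, were lower. The higher ones were Cyp4f16, Cyp2c65, Cyp4b1 and Cyp2d22, the last by 0.80 on the log2 scale (standard error 0.24, adjusted p = 0.043 from limma). Cyp4b1 rose by 0.77 and this was larger than its difference after OA by 0.83 and after EPA by 0.88 in limma's interaction test, the latter not without the doubted arrays (adjusted p = 0.0768). After DHA 1 was higher, Cyp2c65 by 1.32 (standard error 0.25), and 1 was lower, Cyp4v3 by -0.40 (2 higher and 3 lower adjusted over the list alone). Cyp2c29, a steroid and drug hydroxylase, did not pass under any agonist, and its difference after EPA was 0.47 (standard error 0.58). The counts leave out Cyp4a10, whose probeset matches a pair of genes.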

Various CypP450 genes were PPARα-dependently upregulated (Table 4), which is in line with data obtained from liver [40]. However, since not all CypP450 genes are expressed in both organs, the regulated genes were not identical. 

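After DHA Gsta2 was 2.66-fold higher in wild-type than in PPARα-null mice (adjusted p = 0.000672 from limma), Gstm3 was 2.63-fold higher (adjusted p = 0.0102) and Gstm1 was 1.81-fold higher (adjusted p = 0.0384). Of 20 measured family members 9 were higher after DHA and none was lower (11 higher and 1 lower adjusted over the list alone), and camera gave an adjusted p of 0.174 with an estimated correlation. After WY14643 3 were higher, among them Mgst1 by 0.50 and Gstt2 by 0.31 on the log2 scale, and Gstm5 was lower by -0.37. EPA gave no called member in limma (1 adjusted over the list alone), and without the doubted arrays 3 were higher (7 adjusted over the list alone), among them Mgst1 by 0.40. For Gsta2 the difference was larger after DHA than after WY14643 by limma's interaction test, while for WY14643 alone it was -0.23 (adjusted p = 0.659).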

Many Gsts were upregulated by activation with WY14643, EPA, and DHA (Table 3). In addition, various Slc transporters involved in oxidative stress defense were PPARα-dependently upregulated; Dic (Slc25a10), involved in the pyruvate-malate shuttle, citrate-pyruvate shuttle, and gluconeogenesis from pyruvate, is known to protect against oxidative stress [62]; Svct2 (Slc23a2), a basolaterally-located uptake transporter for ascorbic acid [71]; Mct13 (Slc16a13), proposed to play an important role in communicating information on the redox state between cells [72]; Abcg2 (Bcrp1), a secretion transporter of heme and porphyrins located in the apical membrane [73,74]; and Kmcp1 (Slc25a30), probably involved in protection from oxidative damage in situations of increased mitochondrial metabolism [75]. 

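Slc25a10, a mitochondrial dicarboxylate carrier, was 1.58-fold higher in wild-type than in PPARα-null mice after WY14643 (adjusted p = 0.0212 from limma). Slc25a30, a mitochondrial carrier of the same family, was at least 4.15-fold higher (adjusted p = 3.02e-05). The ascorbate transporters Slc23a2 and Slc23a1 did not pass (adjusted p = 0.225 and 0.692). After DHA Slc25a10 (0.44, adjusted p = 0.124), Slc25a30 (0.82, adjusted p = 0.175) and Slc16a13 (0.86, adjusted p = 0.0811) did not pass. The difference of Slc25a30 was larger after WY14643 than after OA by 2.21 and than after EPA by 2.30, and that of Slc16a13 by 3.19 and 3.39, in limma's interaction test. The first of these 4 did not pass on this probeset without the doubted arrays (adjusted p = 0.0738). Both genes lay under 32 in PPARα-null mice after WY14643, so the sizes of these 4 are uncertain.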

Taken together, we show that many barrier genes involved in defense against oxidative stress were PPARα-dependently upregulated. These data point towards an important role of PPARα in the defense against oxidative stress. 

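Of 32 genes of antioxidant defence and NRF2 targets, 10 were higher in wild-type than in PPARα-null mice after DHA and none was lower (12 higher adjusted over the list alone), among them Nqo1 by 0.74 on the log2 scale and the sulfiredoxin gene Srxn1 by 0.49 (standard errors 0.14 and 0.12). After WY14643 4 were higher, Akr1b8, Ephx1, Sod1 and Mgst1 (5 adjusted over the list alone), and Sod1 rose by 0.71. Camera gave adjusted p of 0.135 after DHA and 0.448 after WY14643 with an estimated correlation. The paper groups 25 entries under oxidative stress, chosen by the study on these samples and not independent evidence. Of the 24 that were measured, 12 were higher and 3 lower after WY14643, and 11 were higher after DHA (15 adjusted over the list alone). OA and EPA had no called member of either list in limma, with 457 and 271 of all genes past the paper's unadjusted threshold, and without the doubted arrays 6 of the 24 were higher after EPA.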

In general oxidative stress results in increased cell damage and apoptosis [69] and our data might explain one of the mechanisms by which WY14643 suppresses many genes involved in apoptosis in the small intestine [22].

### Longitudinal distribution of the transcriptional regulation during PPARα activation is not the same for PPARα-dependently regulated genes

Finally we investigated the expression along the proximal-distal axis of PPARα and 4 genes that were PPARα-dependently regulated by all agonists (Figures 2 and 3). Expression was measured with qRT-PCR. For this analysis, the small intestine was divided in 10 equal parts; part 1 represents the proximal side, whereas part 10 represents the most distal end. Expression of PPARα was maximal in duodenum and jejunum, and then gradually declined in ileum, both under basal conditions and after acute activation with WY14643 (Figure 2). For all treatments only the expression pattern in treated wild-type and PPARα-null mice of the 4 genes is reported (Figure 3). Fatp4, Abcd3, Cyp2c65, and Cyp4f16 are all involved in fatty acid metabolism; Fatp4 mediates the apical uptake of long chain fatty acids [76], whereas Abcd3 is involved in the peroxisomal β-oxidation of long chain fatty acids [77]. The human homolog of Cyp2c65 (CYP2C8) metabolizes arachidonic acid and generates epoxygenase products [78]. The rat homolog of Cyp4F16 (Cyp4F5) is involved in ω-oxidation of prostaglandins [79].

**Figure 2:**
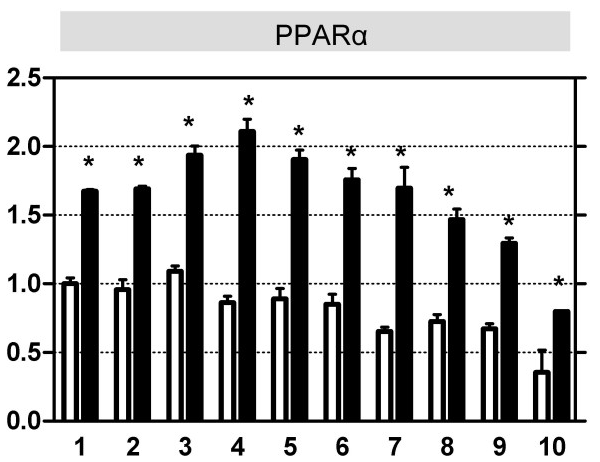
**Expression of PPARα along the longitudinal axis of control and WY14643-treated wild-type mice**. QPCR was used to determine the relative expression levels of PPARα in sections isolated along the proximal-distal axis of the small intestine of wild-type mice that received the control diet (white, open bars), or were acutely treated (6 hr) with WY14643 (black, closed bars) (n = 4 per group). Small intestines were divided into 10 equal parts; part 1 refers to the most proximal part (duodenum), part 10 refers to the most distal (terminal ileum). Messenger RNA levels were standardized to cyclophilin; part 1 of the non-treated mice was arbitrarily set to 1. Significance of control versus treated wild-type mice was determined per segment using an unpaired student's *t*-test. * p-value < 0.05. Data are presented as mean ± standard error.

**Figure 3:**
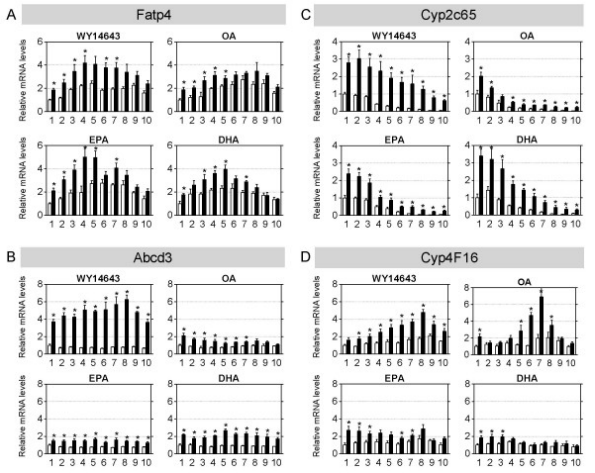
**Expression of PPARα-dependently regulated genes along the longitudinal axis of treated PPARα-null and wild-type mice**. QPCR was used to determine relative expression levels of PPARα-dependently regulated genes in sections isolated along the proximal-distal axis of the small intestine from PPARα-null mice (white, open bars) and wild-type mice (black, closed bars) that were acutely treated (6 hr) with the 4 agonists (n = 4 per group). The small intestine was divided into 10 equal parts; part 1 refers to the most proximal part (duodenum), part 10 refers to the most distal (terminal ileum). Messenger RNA levels were standardized to cyclophilin; part 1 of the PPARα-null mice was arbitrarily set to 1. White bars represent the PPARα-null mice, black bars represent the wild-type mice. Significance of treated WT versus treated KO mice was determined per segment using an unpaired student's *t*-test. * p-value < 0.05. Data are presented as mean ± standard error. A) fatty acid transport protein 4 (Fatp4). B) ATP-binding cassette, sub-family D, member 3 (Abcd3; ALD). C) cytochrome P450, family 2, subfamily c, polypeptide 65 (Cyp2c65). D) cytochrome P450, family 4, subfamily f, polypeptide 16 (Cyp4f16).

In EPA-, DHA- and WY14643-treated mice we observed a similar expression pattern of Fatp4 (Figure 3A), which closely resembled that of PPARα under control and WY14643-activated conditions. In contrast, OA-treated wild-type mice did not show this pattern. In all treatments no significant PPARα-dependent induction of Fatp4 was observed in the distal part of the small intestine. Abcd3 was uniformly induced by all treatments (Figure 3B). Activation with WY14643 revealed a robust, equal induction in all segments in wild-type compared to PPARα-null mice, whereas these were less for the three natural agonists. Cyp2c65 was predominantly expressed in the proximal part of the small intestine, and showed high similarity between agonists (Figure 3C). For each agonist we observed an induction of its expression which was equal along the complete longitudinal axis. Cyp4F16 was uniformly expressed along the proximal-distal axis in treated PPARα-null mice (Figure 3D). However, treatment of wild-type mice with WY14643 and OA shifted the expression of Cyp4F16 to more distal regions, whereas EPA and DHA treatment resulted in significant increased expression in more proximal segments.

Taken together, the data in Figure 3 show that in general all agonists provoke a similar effect on expression of 4 PPARα-dependently regulated genes, and this induction also occurs in more distally-located cells. The latter demonstrates that despite its relatively low expression, PPARα is still able to regulate gene expression.

## Conclusion

In the current study we have identified intestinal barrier genes that were PPARα-dependently regulated after acute activation by fatty acids. The functional outcomes inferred from our data suggest that nutritional-activated PPARα controls processes ranging from fatty acid oxidation and cholesterol-, glucose-, and amino acid-transport and metabolism to intestinal motility and oxidative stress. Altogether, we showed that PPARα has a great impact in controlling the barrier function of the gut, and this underscores the importance of PPARα for nutrient-mediated gene regulation in intestine.

## Methods

### Animals and materials

Pure bred wild-type (129S1/SvImJ) and Pparα-null (129S4/SvJae) mice [80] were bred and housed as described [81]. All animal studies were approved by the Local Committee for Care and Use of Laboratory Animals. The synthetic triacylglycerols trieicosapentaenoin and tridocosahexaenoin were bought from Nu-Chek-Prep, Inc (Elysian, MN), whereas triolein was from Fluka (Zwijndrecht, the Netherlands). These are synthetic triacylglycerols with three identical acyl moieties, namely eicosapentaenoic acid (EPA), docosahexanoic acid (DHA) and oleic acid (OA), which are released as free fatty acids upon digestion in the small intestinal lumen. All three fatty acids have been reported to bind PPARα with varying affinities in the micromolar range [30-33]. WY14643 was obtained from Chemsyn (Lenexa, KS).

### Experimental design and tissue handling

Four months-old male wild-type and PPARα-null mice were used in this study (n = 4–5 per group). Two weeks before the start of the experiment all mice were put on a background diet, which was a modified AIN76A diet (Research diet services, Wijk bij Duurstede, The Netherlands). The AIN76A diet contains 5% w/w corn oil (~10 energy%) [82], which is a relatively low amount of fat. In the current study we replaced the corn oil by the same amount of olive oil (predominantly consisting of oleic acid), since Ren et al [83] demonstrated that an olive oil-rich diet did not regulate established PPARα target genes. The modified AIN76A diet was thus assumed to be a 'poor PPARα-activating' diet, and therefore we hypothesized the number of genes PPARα-dependently regulated by OA would be nominal. However, since the amount of OA in the diet was lower than the amount dosed by gavage (see below), some genes were expected to be regulated.

At the day of the experiment mice were fasted for four hours. At 9 AM mice were dosed by oral gavage with 400 μl of the synthetic triacylglycerols triolein, trieicosapentaenoin, or tridocosahexaenoin, or 400 μl of a 0.1% WY14643 suspension in 0.5% carboxymethyl cellulose (Sigma-Aldrich, Zwijndrecht, the Netherlands). The volume of all doses (400 μl) equalled the maximum recommended volume for gastric gavages for mice [84]. For the fatty acids these doses corresponded to approximately 12.5 g/kg body weight. To put this amount into perspective, data on food intake (not shown) revealed that the mice consumed approximately 4 gram of the modified AIN76A diet per day, which corresponds to approximately 200 mg (6.7 g/kg body weight) of fat. The amount of WY14643 the mice received (approximately 130 mg/kg body weight) was based on previously published short-term study [85].

Six hours after the gavage the mice were anaesthetized with a mixture of isofluorane (1.5%), nitrous oxide (70%) and oxygen (30%). Small intestines were isolated and flushed with ice-cold phosphate-buffer saline and subsequent tissue handlings were performed on ice. Remaining fat and pancreatic tissue was carefully removed from the intestines. For RNA analyses of total tissue, we used full-length small intestine (microarray analyses), or sections obtained after dividing the small intestine into 10 equal parts (studying gene expression distribution along the proximal-distal axis). All small intestinal samples were snap-frozen in liquid nitrogen and stored at -80°C until RNA isolation.

### RNA isolation, Affymetrix GeneChip oligoarray hybridization and scanning, and quantitative real-time PCR

RNA isolation, Affymetrix GeneChip oligoarray hybridization and scanning, and quantitative real-time PCR were performed as described previously [81]. The sequences of primers used in qRT-PCR are available on request. For microarray analyses, RNA was isolated from the full-length small intestine. RNA was hybridized on an Affymetrix GeneChip Mouse Genome 430 2.0 array. This array detects 45,038 transcripts that represent 16,579 known genes. For each experimental group, four or five biological replicates were hybridized for wild-type and PPARα-null mice, and in total 35 arrays were used. Array data have been submitted to the Gene Expression Omnibus, accession number GSE9533.

### Analyses of microarray data

Microarrays were analyzed as described previously [81]. To compile a list of transport and phase I/II metabolism (barrier) genes represented on the array, annotation information from Affymetrix (release of July 2006) was queried for SLC transporters, ABC transporters, CypP450s, the phase II metabolism enzymes glutathione S-transferases, sulfotransferases, epoxide hydrolases, aldo-keto reductases, N-acetyltransferases, and glucuronosyl transferases. Also glutathione reductase, glutathione synthetase, and glutathione peroxidases were included in this set. The final set consisted of 944 probesets, encoding for 529 unique genes. To study significantly expressed genes, only probesets with an expression estimate higher than 32 in either of the 8 experimental groups were selected for further analysis. This cut-off value was based qPCR experiments, because regulation of genes with an expression estimate >32 on the array could all be confirmed by qPCR [81]. The filtering was done after normalization and data analysis. Probesets that had a Bayesian comparison p-value <0.01 were considered to be significantly regulated; no cut-off value of the fold change was used. Of these, probesets that were changed in treated wild-type mice compared to treated PPARα-null mice, were designated PPARα-dependently regulated. QPCR data confirming our array analysis is presented in Table 2 and additional data, Table 7. Differences on the number of regulated genes between gene sets were tested for significance by a one-tailed binominal test. Interpretations of functional outcomes focused on groups of genes that are known to be functionally related (i.e. having a similar function or participating in the same pathway).

## Authors' contributions

MM and GH conceived the study and supervised its design and coordination. The design of the study was set up by HdV and MB. HdV, MB, HB and GH were involved in experimental work. Microarray analysis was performed by HdV, PdG and GH. HdV drafted the manuscript and GH and MM participated in its preparation. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 PPARα-dependently regulated barrier genes upon WY14643 treatment. Click here for file

Additional file 2 PPARα-dependently regulated barrier genes upon OA treatment. Click here for file

Additional file 3 PPARα-dependently regulated barrier genes upon EPA treatment. Click here for file

Additional file 4 PPARα-dependently regulated barrier genes upon DHA treatment. Click here for file

Additional file 5 PPARα-dependently regulated barrier genes after acute (6 hr) and long-term (5 day) treatment with WY14643. Click here for file

Additional file 6 Overlap of PPARα-dependently regulated barrier genes after acute treatment with WY14643, EPA, and DHA. Click here for file

Additional file 7 Additional confirmatory qPCR data. Click here for file

# Supplementary material for: PPARalpha-mediated effects of dietary lipids on intestinal barrier gene expression
**Source:** BMC Genomics. 2008 May 19;9:231. doi: 10.1186/1471-2164-9-231
**Supplement:** Additional file 2 — PPARα-dependently regulated barrier genes upon OA treatment.

**Additional data, table 2:****PPAR $\alpha$ -dependently regulated barrier genes after acute treatment (6hr) with oleic acid (OA)**

| Gene symbol | Probe set ID | FC   | P-value | Average WT | Average KO |
|-------------|--------------|------|---------|------------|------------|
| Slc6a3      | 1417415_at   | 2.6  | 3.0E-03 | 7.4        | 6.1        |
| Slc22a3     | 1420444_at   | 1.9  | 6.2E-04 | 4.4        | 3.4        |
| Slc20a2     | 1457302_at   | 1.6  | 2.1E-03 | 8.8        | 8.1        |
| Slc5a4b     | 1422757_at   | 1.5  | 6.5E-03 | 8.7        | 8.2        |
| Slc27a4     | 1424441_at   | 1.4  | 4.1E-03 | 10.4       | 10.0       |
| Slc30a10    | 1438751_at   | 1.4  | 4.7E-03 | 8.3        | 7.8        |
| Slc39a6     | 1424674_at   | 1.3  | 5.5E-03 | 6.6        | 6.2        |
| Slc35c2     | 1420054_s_at | 1.3  | 5.1E-03 | 9.2        | 8.9        |
| Slc7a6os    | 1429596_at   | 1.3  | 6.3E-03 | 5.5        | 5.1        |
| Slc40a1     | 1448566_at   | -1.4 | 5.1E-03 | 8.8        | 9.3        |
| Slc13a1     | 1431379_a_at | -1.5 | 7.6E-04 | 11.1       | 11.7       |
| Slc40a1     | 1417061_at   | -1.5 | 3.0E-03 | 9.2        | 9.8        |
| Slc37a2     | 1452492_a_at | -1.8 | 1.9E-03 | 3.6        | 4.5        |
| Slc16a9     | 1454104_a_at | -1.9 | 7.1E-03 | 5.8        | 6.7        |
| Slc16a9     | 1429726_at   | -2.3 | 4.1E-03 | 5.8        | 7.0        |
| Slc13a1     | 1430804_at   | -2.3 | 6.9E-04 | 7.9        | 9.1        |
| Cyp4f16     | 1417277_at   | 1.9  | 1.9E-05 | 10.7       | 9.7        |
| Cyp4f16     | 1430172_a_at | 1.9  | 4.2E-04 | 11.0       | 10.1       |
| Cyp2c65     | 1429994_s_at | 1.7  | 9.6E-03 | 11.6       | 10.9       |
| Gss         | 1448273_at   | 1.3  | 4.1E-03 | 9.3        | 8.9        |
| Gal3st1     | 1454078_a_at | -1.4 | 9.6E-03 | 7.6        | 8.0        |
| Abcd3       | 1416679_at   | 1.4  | 1.5E-03 | 12.5       | 12.0       |
| Tap1        | 1416016_at   | -1.4 | 1.0E-03 | 6.9        | 7.5        |

Presented are all PPAR $\alpha$ -dependently regulated barrier genes in the small intestine after acute OA (oleic acid) treatment. Microarray analysis was performed as described in materials and methods. Listed are the gene symbols, corresponding Affymetrix probeset identifiers, fold changes (FC), the comparison p-values as determined in wild-type mice, and the average log<sub>2</sub> transformed expression estimates of the probesets in wild-type (WT) and PPAR $\alpha$ -null (KO) mice. A positive FC value indicates a gene expressed at higher levels, whereas a negative FC indicates a gene expressed at lower levels in the treated wild-type mice compared to control. 

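The table lists probesets with their average log2 estimates in the 2 genotypes, so a fold change can be recomputed from the deposited values. For the OA table, the 17 folds that Table 3 does not give as well were recomputed from the arrays as labelled, and all were within 1.5 times the paper's and in the same direction. Slc40a1, the iron exporter, differed by -0.59 and -0.53 on its probesets (standard errors 0.18 and 0.24). Gss, which completes the synthesis of glutathione, differed by 0.33 (standard error 0.09). Neither gene passed at an adjusted p under 0.05 in limma, with 0.157 and 0.396 for Slc40a1 and 0.112 for Gss. The averages compare wild-type with PPARα-null mice after the same gavage.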

Note that all these genes were not regulated in the PPAR $\alpha$ -null mice.

# Supplementary material for: PPARalpha-mediated effects of dietary lipids on intestinal barrier gene expression
**Source:** BMC Genomics. 2008 May 19;9:231. doi: 10.1186/1471-2164-9-231
**Supplement:** Additional file 4 — PPARα-dependently regulated barrier genes upon DHA treatment.

**Additional data table 4:**  
**PPAR $\alpha$ -dependently regulated barrier genes after acute treatment (6hr) with docosahexanoic acid**

| Gene symbol     | Probe set ID | FC    | P-value | Average WT | Average KO |
|-----------------|--------------|-------|---------|------------|------------|
| Slc22a5         | 1421848_at   | 4.2   | 4.0E-07 | 8.5        | 6.4        |
| Slc22a5         | 1440536_at   | 3.1   | 6.0E-07 | 5.7        | 4.1        |
| Slc22a5         | 1450395_at   | 2.7   | 5.3E-08 | 10.7       | 9.2        |
| Slc25a20        | 1423109_s_at | 2.4   | 1.4E-04 | 10.2       | 9.0        |
| Slc25a20        | 1423108_at   | 2.4   | 1.2E-05 | 10.9       | 9.6        |
| Slc16a13        | 1453056_at   | 1.8   | 1.0E-04 | 5.3        | 4.4        |
| Slc20a2         | 1457302_at   | 1.4   | 8.3E-04 | 7.8        | 7.3        |
| Slc27a4         | 1424441_at   | 1.4   | 2.1E-03 | 10.3       | 9.9        |
| Slc4a4          | 1434096_at   | -1.3  | 3.4E-03 | 8.9        | 9.3        |
| Slc6a4          | 1417150_at   | -1.3  | 4.1E-04 | 9.7        | 10.1       |
| Slc19a1         | 1448132_at   | -1.4  | 2.2E-03 | 7.3        | 7.8        |
| Slc4a4          | 1452071_at   | -1.4  | 9.2E-03 | 8.2        | 8.7        |
| Slc9a6          | 1435009_at   | -1.4  | 7.9E-03 | 4.4        | 4.9        |
| Slc44a4         | 1416596_at   | -1.5  | 8.8E-04 | 9.7        | 10.3       |
| Slc6a8          | 1417116_at   | -1.5  | 4.7E-04 | 10.7       | 11.3       |
| Slc4a4          | 1426432_a_at | -1.5  | 3.8E-03 | 5.1        | 5.7        |
| Slc4a4          | 1421225_a_at | -1.5  | 7.2E-03 | 7.0        | 7.6        |
| Slc30a2         | 1427339_at   | -1.6  | 3.5E-04 | 7.5        | 8.2        |
| Slc17a5         | 1429116_at   | -1.7  | 1.9E-04 | 6.1        | 6.9        |
| Slc16a10        | 1436368_at   | -1.8  | 6.3E-03 | 8.6        | 9.4        |
| Slc36a1         | 1428793_at   | -1.8  | 3.9E-03 | 8.3        | 9.1        |
| Slc5a9          | 1426634_at   | -1.8  | 2.5E-03 | 6.1        | 7.0        |
| Slc7a8          | 1417929_at   | -2.0  | 9.4E-04 | 7.3        | 8.3        |
| Slc5a9          | 1439494_at   | -2.0  | 1.5E-03 | 6.3        | 7.3        |
| Slc13a2         | 1418857_at   | -2.2  | 9.5E-04 | 10.3       | 11.4       |
| Slc5a12         | 1437755_at   | -3.8  | 4.7E-03 | 7.2        | 9.1        |
| Slc34a2         | 1416854_at   | -5.0  | 2.2E-03 | 5.2        | 7.6        |
| Npc1L1          | 1438514_at   | -1.4  | 5.7E-03 | 11.3       | 11.7       |
|                 |              |       |         |            |            |
| Cyp4a10         | 1424853_s_at | 160.3 | 7.9E-11 | 9.4        | 2.1        |
| Cyp2c65         | 1429994_s_at | 2.5   | 1.9E-06 | 12.3       | 11.0       |
| Cyp4f16         | 1417277_at   | 1.4   | 1.8E-03 | 9.7        | 9.2        |
|                 |              |       |         |            |            |
| Akr1b8          | 1448894_at   | 5.1   | 2.9E-03 | 8.6        | 6.3        |
| Hs3st1          | 1423450_a_at | 2.7   | 3.5E-04 | 5.5        | 4.1        |
| Gsta2           | 1421040_a_at | 2.7   | 2.0E-06 | 7.8        | 6.3        |
| Gstm3           | 1427473_at   | 2.6   | 1.4E-04 | 8.0        | 6.6        |
| Gstm3           | 1427474_s_at | 2.1   | 2.2E-04 | 10.9       | 9.8        |
| Ephx1           | 1422438_at   | 1.9   | 1.5E-04 | 9.0        | 8.1        |
| Gstm4           | 1424835_at   | 1.8   | 2.7E-03 | 5.1        | 4.3        |
| Gsta3           | 1423436_at   | 1.8   | 5.4E-03 | 6.4        | 5.5        |
| Gstk1           | 1452823_at   | 1.5   | 3.7E-04 | 10.3       | 9.8        |
| Gsta4           | 1416368_at   | 1.5   | 3.3E-03 | 12.2       | 11.6       |
| Gsta1 /// Gsta2 | 1421041_s_at | 1.3   | 1.3E-03 | 14.0       | 13.6       |
| Ugt1a2 ///      |              |       |         |            |            |
| Ugt1a6a ///     |              |       |         |            |            |
| Ugt1a10 ///     | 1424783_a_at | 1.3   | 3.6E-03 | 11.8       | 11.4       |

|             |              |      |         |      |      |
|-------------|--------------|------|---------|------|------|
| Ugt1a7c /// |              |      |         |      |      |
| Ugt1a5 ///  |              |      |         |      |      |
| Ugt1a9 ///  |              |      |         |      |      |
| Ugt1a6b /// |              |      |         |      |      |
| Ugt1a1      |              |      |         |      |      |
| Ugt1a2 ///  |              |      |         |      |      |
| Ugt1a6a /// |              |      |         |      |      |
| Ugt1a10 /// |              |      |         |      |      |
| Ugt1a7c /// |              |      |         |      |      |
| Ugt1a5 ///  |              |      |         |      |      |
| Ugt1a9 ///  |              |      |         |      |      |
| Ugt1a6b /// |              |      |         |      |      |
| Ugt1a1      | 1426261_s_at | 1.3  | 9.2E-03 | 12.1 | 11.7 |
| Mgst1       | 1415897_a_at | 1.2  | 3.9E-03 | 12.4 | 12.1 |
| Ndst2       | 1417931_at   | -1.6 | 2.6E-03 | 4.4  | 5.1  |
| Sult1a1     | 1427345_a_at | -1.6 | 8.3E-03 | 6.3  | 7.0  |
|             |              |      |         |      |      |
| Abcd3       | 1416679_at   | 1.8  | 7.5E-07 | 12.6 | 11.7 |
| Abce1       | 1442071_at   | 1.7  | 3.5E-03 | 6.3  | 5.6  |
| Abcg2       | 1422906_at   | 1.3  | 2.3E-03 | 11.2 | 10.8 |
| Abca8a      | 1427371_at   | -1.3 | 7.4E-03 | 7.1  | 7.5  |

Presented are all PPAR $\alpha$ -dependently regulated barrier genes in the small intestine after acute DHA (docosahexanoic acid) treatment. Microarray analysis was performed as described in materials and methods. Listed are the gene symbols, corresponding Affymetrix probeset identifiers, fold changes (FC), the comparison p-values as determined in wild-type mice, and the average log2 transformed expression estimates of the probesets in wild-type (WT) and PPAR $\alpha$ -null (KO) mice. A positive FC value indicates a gene expressed at higher levels, whereas a negative FC indicates a gene expressed at lower levels in the treated wild-type mice compared to control. Note that all these genes were not regulated in the PPAR $\alpha$ -null mice.

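Solute carriers of the DHA table went either way. The sialic acid transporter Slc17a5 fell by 0.77 on the log2 scale in wild-type relative to PPARα-null mice (standard error 0.17, adjusted p = 0.00569 from limma), Slc6a8 fell by 0.55 (standard error 0.12) and the choline transporter-like gene Slc44a4 fell by 0.54 (standard error 0.14). Hs3st1, a heparan sulphate sulphotransferase, was at least 1.42-fold higher (adjusted p = 0.0281). The 28 folds of the table that Table 3 does not give with the same value were recomputed, and all were within 1.5 times the paper's and in the same direction. Abca8a did not pass (-0.39, adjusted p = 0.0602).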

# Supplementary material for: PPARalpha-mediated effects of dietary lipids on intestinal barrier gene expression
**Source:** BMC Genomics. 2008 May 19;9:231. doi: 10.1186/1471-2164-9-231
**Supplement:** Additional file 7 — Additional confirmatory qPCR data.

**Additional Table 7: Confirmation of microarray results, part 2**

|                    | <b>WY14643</b> |                     | <b>DHA</b>     |                     |
|--------------------|----------------|---------------------|----------------|---------------------|
| <b>Gene symbol</b> | <b>FC (MA)</b> | <b>FC (qPCR)</b>    | <b>FC (MA)</b> | <b>FC (qPCR)</b>    |
| <i>Slc22a5</i>     | <b>8.3*</b>    | <b>7.4 (2.2)*</b>   | <b>4.2*</b>    | <b>2.4 (0.5)*</b>   |
| <i>Slc16a13</i>    | <b>10.7*</b>   | <b>6.0 (2.9)*</b>   | <b>1.8*</b>    | <b>1.5 (0.2)*</b>   |
| <i>Abca1</i>       | <b>12.1 *</b>  | <b>5.5 (1.9)*</b>   | <b>Nc</b>      | <b>1.3 (0.3)</b>    |
| <i>Akr1b8</i>      | <b>13.4*</b>   | <b>6.0 (1.6)*</b>   | <b>5.1*</b>    | <b>3.1 (1.6)*</b>   |
| <i>Cyp4a10</i>     | <b>1447*</b>   | <b>319 (120.5)*</b> | <b>160*</b>    | <b>44.9 (13.6)*</b> |
| <i>Abcd3</i>       | <b>2.8*</b>    | <b>4.7 (1.4)*</b>   | <b>1.8*</b>    | <b>2.3 (0.2)*</b>   |

Microarray results were confirmed with qRT-PCR. FC = Fold change, MA = microarray, qPCR = quantitative PCR, nc = not changed. For the qPCR analysis: mRNA levels were standardized to cyclophilin; expression in the PPAR $\alpha$ -null mice was arbitrarily set to 1. Significance was determined by a Bayesian t-test (array data) or unpaired student's *t*-test (qPCR data), \*= p-value <0.05. Data are means  $\pm$  standard error (n=4-5).

How the deposited data were processed for this re-analysis (not part of the article)

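RNA from the full-length small intestine of 35 mice was measured on Affymetrix mouse genome arrays, with 1 mouse per array. The mice were wild-type or PPARα-null and were killed 6 h after a gavage of WY14643 (4 and 4 mice), EPA (5 and 5), DHA (5 and 4) or OA (4 and 4). The authors had computed log2 expression estimates with GCRMA, which corrects for background, normalizes between arrays and summarises the probes of a probeset, and the deposited log2 values were used as they were. The unit was tested on the values, which ran from about -0.2 to 15, with array medians from 2.83 to 2.88. The version of GCRMA and the probe definition are not stated, and the raw images were not used. The file held 45101 probesets, 64 of them controls. Of the other 45037, 34945 had 1 gene symbol, 932 matched several genes and 9160 had no name, and the named ones covered 18193 genes. The symbols were taken from the array's probe table, and 99.7% of them occur in the gene table of the mouse assembly GRCm38.p6.

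A probeset was taken as expressed when its mean exceeded 32 (log2 5) in at least 1 of the 8 groups, the limit in the paper's methods. This kept 15384 probesets and 8626 genes. On each array between 31.67 and 32.43% of the probesets lay above 32. With arrays the number of mice and not a sequencing depth limits the precision, and differences between levels under 32 are of uncertain size. Where only 1 of the compared groups lay above 32, a fold change is therefore given as at least the ratio of the brighter group to 32, and where both lay under 32 no fold is given, apart from ratios set beside a fold of the paper. Differences on the log2 scale, the interactions among them, carry no such bound, and their size is uncertain where a group lay under 32.

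Differences were tested with limma 3.58.1 in R 4.3.3. A single linear model with 8 group means was fitted to all 35 arrays, with the empirical Bayes step using an intensity trend, and p-values were adjusted by Benjamini-Hochberg over the expressed probesets. A gene was called when at least 1 of its expressed probesets had an adjusted p under 0.05. The threshold of the paper, an unadjusted p under 0.01 with no limit on the fold change, was applied beside it. The contrasts were wild-type against PPARα-null mice under each agonist, the difference of that contrast between each pair of agonists (the interaction), and pairs of agonists within each genotype. Standard errors are those of the contrast in limma, and SD values are between mice. Single genes with their own exact permutation test are named as such, and these tests were two-tailed. The share of barrier genes was compared with that of all expressed genes by the one-tailed exact binomial test that the paper names, and genes are not independent replicates. Overlaps between agonists were set against the number to be expected if the lists were independent. The shared model and any genotype difference present without an agonist limit this comparison.

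Barrier genes were found by their gene symbols, after the families that the paper's methods give, which yielded 593 genes, 296 of them expressed. Fixed lists covered fatty acid handling, cholesterol, sugars, amino acids, serotonin and sulphate, antioxidant defence, nuclear receptors, the clock, immunity, stress, cell type markers, the barrier families and the groups of the paper's Table 3. Of these 55 lists, 52 could be tested with camera, with the correlation within a list estimated from the data. Camera used the expressed probeset of highest mean per gene, and its p was adjusted over the lists within an agonist. The erythrocyte list had no expressed member, and the lists for hepatocytes and for enteric neurons and glia had 1 each, so camera was not run on them. Cyp4a10 has no place in the family counts, since its probeset also matches Cyp4a31.

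The samples' groups, the tests, the lists and the alternatives tried were written down before the data were examined, apart from those named below. The genes named were chosen by a rule of the same date: every gene the paper names, on the probeset it gives, and for a gene without one the expressed probeset of highest mean; the 10 largest rises and 10 largest falls of each contrast among the called genes, for the genotype contrasts only where the groups did not overlap; and 2 to 4 called members of each list. The paper's table values had been read by then. Genes that are named outside this rule, such as the neighbouring genes and the probesets used to check the array labels, were chosen after their values were seen.

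The alternatives were no filter on the level, a mean above log2 6, no intensity trend, a robust prior, only the groups compared, median centring, quantile normalization, log2 of the linear value plus 32, array weights, no probesets that match several transcripts (those ending in _x_at or _s_at), 1 probeset per gene, a block for the replicate number, an adjusted p under 0.01, Fisher's exact test for the shares, camera with a preset correlation of 0.01, fry, and leaving out each array. Leaving out the 3 doubted arrays (wild-type EPA replicate 5, PPARα-null EPA replicate 5 and PPARα-null OA replicate 1) was chosen after the data had been seen. Wherever fewer than 100 regroupings of the arrays existed, all were fitted, and otherwise 100 were drawn. No array was left out of the values given as labelled. Untreated mice were not analysed here, and the quantitative PCR values of the paper were not recomputed.

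The test was tried on simulated data with the group structure, probeset means and spreads of the arrays, with known changes added to 200 probesets. At a log2 change of 0.5 limma recovered 49.25% of the changed probesets for WY14643, 67.16% for EPA, 62.69% for DHA and 49.25% for OA. At a change of 1 the shares were 91.04, 98.51, 97.01 and 94.03%, and at a change of 2 they were 98.48, 100, 100 and 100%. None was called in the wrong direction, and between 3.804 and 4.813% of the calls were false. These shares describe the simulated arrays only. In the deposited arrays as labelled limma called 0 genes for EPA (1044 at an unadjusted p under 0.05).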

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

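The tests on the array labels that use the probesets parting the genotypes in the other 32 arrays, and the test for RNA of a WY14643-treated wild-type mouse, were chosen only after the result was seen, as was leaving out the 3 doubted arrays. Single arrays were compared with the rest of their group in 72 groups of values, and 7 values, from 6 arrays, stood far from the others, where chance gives about 1 in 20.

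In the array labelled wild-type EPA replicate 5, Cyp4a10 read 1.81 and Ppara 8.14 on a second probeset, far below the other wild-type EPA mice, and in PPARα-null EPA replicate 5 Cyp4a10 read 9.91, far above the others. A mixture of RNA is argued against by the test chosen later, in which 100% and 95.4% of 65 probesets lay nearer to the other genotype, while of 37 markers set in advance 21.6% and 5.41% lay nearer to the labelled one. An exchange of the labels of this pair is consistent with 78.4% and 94.6% of the markers nearer to the other genotype, although the first share misses the 90% set for both in advance. On these markers 15 other EPA and OA arrays had 62.2 to 91.9% nearer to their own label. In wild-type EPA replicate 5, Clta (10.39), Mb21d2 (6.81), Pigo (8.77) and Creb3 (8.66) lay within the range of PPARα-null mice. In PPARα-null EPA replicate 5 these genes lay within the range of wild-type mice (8.02, 5.11, 7.23 and 6.93). An outside sample in place of either array stays open, since a sample of the other genotype would read the same. No biological explanation was tested.

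In PPARα-null OA replicate 1, Cyp4a10 read 10.61, above every wild-type OA mouse. A wild-type mouse under a wrong label is argued against, since 48.6% of the markers lay nearer to the wild-type mean, where wild-type OA arrays had 78.4 to 91.9%, and Clta (10.24), Mb21d2 (6.63) and Creb3 (8.56) stood within the range of PPARα-null mice, while Pigo (8.59) lay between the ranges. Induction without PPARα in this mouse stays open, since the same 48.6% met the bound of 50% set for it beforehand, but only narrowly, as the other PPARα-null OA arrays had 62.2 to 81.1% nearer to their label and Ppara read above every wild-type OA mouse on each probeset (10.02, 7.27 and 7.41). A mixed sample is consistent with 51.4% nearer to the label, a median position of 0.5 and 76.9% of the 65 probesets of the other 32 arrays nearer to wild-type. An admixture from a WY14643-treated wild-type mouse cannot be told apart, since 50% of 10 probesets that are higher after WY14643 than after OA lay above every other OA array, and PPARα-null OA replicate 4 reached 50% too.

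Few genes passed the test under OA, 43 of 8626. The doubted OA array alone as the cause is argued against, since leaving it out gave 50 genes, and leaving out wild-type OA replicate 2 gave 75. Leaving out all 3 doubted arrays gave 158, and PPARα-null or wild-type EPA replicate 5 alone 95 and 73, so together these arrays lowered the count. OA may be the weaker agonist, since the median ratio of the OA to the DHA difference was 0.624 without that array, and its highest value on leaving out another was 0.675. These probesets had been chosen as called under DHA and WY14643, which favours a ratio under 1, and over 969 probesets called under WY14643 alone it was 0.699.

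Of the remaining arrays that stood apart, Ppara on a second probeset was lowest in wild-type WY14643 replicate 4, at 11.06. Cyp4a10 was lowest in wild-type DHA replicate 4, at 8.47. The mean of the markers of the distal small intestine was highest in wild-type WY14643 replicate 2, at 10.26. Apart from these values, PPARα-null DHA replicate 3 lay at 32.1 on the first principal component, which held 29% of the variance between arrays. This is within the range of the WY14643 arrays (20.8 to 51), and the next highest oil array lay at 2.6. Leaving this array out took the genes called for DHA from 707 to 210. Why it stood apart was not tested.

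The difference between the genotypes depended on the agonist in limma's interaction test. For WY14643 against OA 112 genes passed, and the real grouping was 1 of 100 with as many, the highest other giving 77. For WY14643 against EPA 112 passed, with 4 of 100 groupings as high and a highest other of 1122, and for WY14643 against DHA 50 passed, with 6 of 100 and 517. EPA against OA, DHA against OA and EPA against DHA gave 0 genes each in limma (682, 720 and 695 at an unadjusted p under 0.05), 100 of 100 groupings were as high, and the highest others were 177, 363 and 1414. These groupings moved arrays between the genotypes, so that the effect of the genotype itself entered the interaction, as where all 8 WY14643 arrays changed sides in the grouping with 517, and they say nothing on whether chance can be excluded for any of the 6 counts.

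Among the transporters and enzymes, WY14643 exceeded OA by 2.25 for Slc25a20, 0.99 for Abcd3, 0.83 for Cyp4b1, 2.21 for Slc25a30 and 3.19 for Slc16a13 on the log2 scale. It did so by 0.73 for Abcg2, 1.60 for Slc22a3 and 2.81 for Slc22a5, while Akr1c13 (-0.69) and Gss (-0.53) went the other way. Against EPA the values were 1.98 for Slc25a20, 1.12 for Abcd3, 0.88 for Cyp4b1, 2.30 for Slc25a30 and 3.39 for Slc16a13. Abcg2 (0.65), Slc22a3 (2.51) and Slc22a5 (2.79) were higher against EPA too, and Slc37a2 was lower (-1.61). Against DHA, Slc16a13 (2.56) and Slc22a3 (1.96) were higher, and Akr1c12 (-0.66), Akr1c13 (-0.88), Slc37a2 (-2.24) and Gsta2 (-1.64) were lower. Of these, Slc25a30 and Akr1c13 against OA (adjusted p = 0.0738 and 0.0909) and Cyp4b1 and Slc37a2 against EPA (0.0768 and 0.0644) did not pass in limma without the doubted arrays, and the others did. For Slc25a30, Slc16a13, Slc22a3 and Slc37a2 a group lay under 32 after WY14643, so the sizes of their differences are uncertain.

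For the arrays the paper does not compare the agonists with each other within a genotype, and these comparisons called genes. In wild-type mice WY14643 against OA called 2919 genes (1 of 35 groupings as high, highest other 763), EPA against OA 691 (1 of 100, highest other 373) and DHA against OA 393 (1 of 100, highest other 234), so chance can be excluded for these. EPA against DHA in wild-type mice called 62, which 2 of 100 groupings reached. Another grouping gave 432, which points to a structure among the arrays, so chance is not clearly excluded there. In PPARα-null mice WY14643 against OA called 2714 genes (1 of 35, highest other 2). EPA against OA called 272 (1 of 100, highest other 259) and DHA against OA 113 (1 of 35, highest other 86). Chance can be excluded for these comparisons with OA. EPA against DHA in PPARα-null mice called 62, which 3 of 100 groupings reached, and another gave 97. With only the groups compared that count was 1, so chance is not clearly excluded for it. The fats and WY14643 were given in different vehicles, so a comparison with WY14643 also holds the fat load.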

How the results depend on the processing

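Leaving out the 3 doubted arrays was chosen after seeing the data, and the other alternatives were set in advance. No result that passed its test turned round under any alternative. Of the values for named genes 56180 kept their side of the threshold, 3415 lost it and 207 gained it, and of those for lists 9642 kept it, 10 lost it and 124 gained it. Median centring and Fisher's test moved no count by more than 1.5 times and no share across 0.05. The cause of the changes below was not tested, except where fewer arrays or probesets enter by construction. Lists were not tested again with a robust prior or array weights. Signals near the background limit what the arrays can show, as does the number of mice.

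Without a filter DHA had 425 genes and 33 barrier genes, OA 27 and 1, and at the paper's threshold EPA had 545 and OA 728. Within PPARα-null mice EPA against OA had 179, DHA against OA 69 and EPA against DHA 34, and 5 lists passed for DHA. With a mean above log2 6 OA had 25 genes, and WY14643 against DHA 33 in the interaction. Without a trend 0 genes were shared by OA, EPA and DHA and 0 by all 4 agonists, at an unadjusted p under 0.01 in limma. Under a robust prior, quantile normalization or no probesets for several transcripts all 4 shared 1. After log2 of the value plus 32 OA had 66 genes, and DHA against OA 1 in the interaction.

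With only the groups compared DHA had 234 genes, 20 barrier genes, and 685 and 45 at the paper's threshold. OA had 11 and 1, and the p of the share for EPA was 0.00394. EPA, DHA and WY14643 shared 4, OA, EPA and DHA 0 and all 4 agonists 0 (limma, unadjusted p under 0.01). EPA against DHA had 20 in wild-type and 1 in PPARα-null mice, EPA against OA 53 and DHA against OA 35 in PPARα-null mice, and 1 list passed for WY14643 and 1 for DHA.

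With array weights WY14643 had 2508 genes, 116 barrier genes and 2398 at the paper's threshold. EPA had 441 and 26 at that threshold, with a p of 0.00556 for its share, and OA had 78 genes. EPA, DHA and WY14643 shared 15, OA, EPA and DHA 6 and all 4 agonists 6. The interaction of WY14643 gave 233 against OA, 227 against EPA and 317 against DHA. DHA against OA had 667 and EPA against DHA 146 in wild-type mice, and EPA against DHA 41 in PPARα-null mice. With 1 probeset per gene the p of the share was 0.0257 for EPA and 0.0243 for OA.

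Mice of equal number share only a number: of 17 same-numbered pairs 6 had a correlation over 0.1 (from -0.443 to 0.552) and 5 correlated best with their own number. With the number as a block DHA had 101 genes and 6 barrier genes, and 707 and 45 at the paper's threshold, and OA 0 and 0 (limma; 1297 at an unadjusted p under 0.05 without the block). EPA, DHA and WY14643 shared 3, OA, EPA and DHA 1, all 4 agonists 0. The interaction of WY14643 gave 52 against OA, 59 against EPA and 12 against DHA, and 4 lists passed for WY14643. The block moved no other count by over 1.5 times, and it lies within an agonist, so it could not be fitted to comparisons of agonists within a genotype.

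At an adjusted p under 0.01 limma called 349 genes and 37 barrier genes for WY14643, 224 and 20 for DHA, and 5 and 0 for OA. Camera with a preset correlation called 21 lists for WY14643, 10 for EPA, 18 for DHA and 14 for OA, where an estimated correlation gave 7, 0, 0 and 0, and fry 22 for WY14643 and 22 for DHA. Without the doubted arrays EPA had 179 genes and 14 barrier genes, 650 and 39 at the paper's threshold and a p of 0.000547 for its share, and OA 158 and 9. EPA, DHA and WY14643 shared 24, OA, EPA and DHA 11 and all 4 agonists 10. DHA against OA had 2 and WY14643 against DHA 104 in the interaction, and EPA against DHA 38 in wild-type mice. Ppara differed by 1.72 under EPA, and 6 lists passed for EPA, 3 for DHA and 4 for OA.

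Leaving out each array in turn moved WY14643 from 423 (without wild-type WY14643 2) to 713 genes. EPA ran from 0 to 34 genes (34 without PPARα-null EPA 5, 32 without wild-type EPA 5, 1 without PPARα-null EPA 3) and 0 to 4 barrier genes (4 and 2 without the first pair), against 1044 at an unadjusted p under 0.05 in limma. At the paper's threshold EPA ran from 104 to 448 (PPARα-null EPA 3 104 and 5 425; wild-type EPA 3 131, 4 137 and 5 448) and its barrier genes from 5 to 28 (PPARα-null EPA 2 7, 3 6 and 5 23; wild-type EPA 2 9, 3 8, 4 5 and 5 28). The p of its share ran from 0.00197 to 0.729, under 0.05 without PPARα-null DHA 3, EPA 5, OA 1 or OA 4 or wild-type EPA 5. DHA ran from 210 to 1024 genes (PPARα-null DHA 1 462 and 3 210; wild-type DHA 4 453 and 5 327), 20 to 61 barrier genes (32 and 20 without PPARα-null DHA 1 and 3, 27 without wild-type DHA 5) and 670 (without PPARα-null DHA 3) to 1443 at the paper's threshold.

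OA ran from 5 to 95 genes (PPARα-null OA 2 7, OA 4 5, EPA 5 95, WY14643 1 26 and WY14643 3 27; wild-type OA 1 13, OA 2 75, OA 3 15, OA 4 5 and EPA 5 73). Its barrier genes ran from 0 to 4 in limma (0 without PPARα-null OA 2 or 4 or wild-type OA 4, 1 without PPARα-null OA 3; 1297 of all genes at an unadjusted p under 0.05), and from 10 (without wild-type OA 4) to 24 at the paper's threshold. The p of its share ran from 0.0166 to 0.657, under 0.05 without PPARα-null DHA 1, wild-type EPA 3 or wild-type OA 2. Genes shared by EPA, DHA and WY14643 ran from 2 to 18 (5, 4, 3, 4 and 14 without PPARα-null EPA 1 to 5; 2, 4, 2 and 18 without wild-type EPA 2 to 5). Those of OA, EPA and DHA ran from 0 to 7 (0 without PPARα-null EPA 3 or wild-type EPA 3 or 4; 1 without PPARα-null EPA 1, 2 or 4, PPARα-null OA 2, wild-type EPA 1, DHA 2, OA 1, 3 or 4; 6 without PPARα-null EPA 5; 7 without wild-type EPA 5). Those of all 4 agonists, 2 as labelled, ran from 0 to 6, and changed without any array other than PPARα-null OA 1 and 4 and wild-type DHA 4.

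In the interaction WY14643 against OA ran from 64 (without wild-type WY14643 2; 69 without PPARα-null OA 1) to 126, DHA against OA from 0 to 1 (without PPARα-null OA 1), and WY14643 against DHA from 19 to 70 (PPARα-null WY14643 1 28 and 3 31; wild-type DHA 4 29, WY14643 1 29, 2 19 and 3 26). In wild-type mice DHA against OA ran from 241 (without wild-type OA 4) to 451 and EPA against DHA from 17 to 119 (PPARα-null DHA 3 94 and EPA 5 119; wild-type DHA 3 17, DHA 5 37, EPA 2 96, EPA 3 38 and EPA 5 26). In PPARα-null mice EPA against OA ran from 146 to 350 (EPA 1 167, EPA 3 151, EPA 4 150, OA 3 181 and OA 4 146), DHA against OA from 40 to 149 (DHA 1 57, DHA 4 74 and OA 3 40) and EPA against DHA from 33 to 82 (DHA 3 33, EPA 3 40 and EPA 5 38).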

Differences from the paper's values

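Leaving out the 3 doubted arrays was chosen after seeing the values, and the other alternatives were set before the data were examined. In each count below the threshold is the paper's, an unadjusted p under 0.01, with limma in place of the paper's Bayesian test.

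For EPA the paper gives 874 genes and the arrays as labelled gave 271, a difference that held under all 47 alternatives set in advance. For the barrier genes under EPA the paper gives 46 and the arrays gave 14, again under all 47. Of these, the paper counts 32 as higher in wild-type mice against 8 here, under all 47 as well. As lower it counts 14 against 6 here, and the difference closed with only the groups compared, with array weights, without PPARα-null DHA replicate 3 and without wild-type EPA replicate 5, and not under the others. As shares, the paper gives 9.3% of all genes and 17.4% of the barrier genes for EPA, against 3.14% and 4.73% here, and no alternative set in advance closed either. Without the 3 doubted arrays, chosen after seeing the values, the counts were 650, 39, 24 and 15 and the shares 7.51% and 13.1%, and none of these differed from the paper's by over 1.5 times.

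For DHA the paper gives 41 barrier genes and the arrays gave 70 (75 without the doubted arrays). The difference closed under 7 of the 47 alternatives set in advance, namely a mean above log2 6, only the groups compared, the replicate block, and without PPARα-null DHA replicate 1 or 3 or wild-type DHA replicate 1 or 5, and not under the others. The paper counts 19 as lower in wild-type mice, against 40 here (42 without the doubted arrays), and this closed with only the groups compared, with the replicate block, and without PPARα-null DHA replicate 3 or wild-type DHA replicate 5, and not under the others. As a share of the barrier genes the paper gives 15.5%, against 23.6% here (25.2% without the doubted arrays). This closed under 30 of the 48 alternatives set in advance. They were no filter, no trend, only the groups compared, no probesets for several transcripts, 1 probeset per gene, the replicate block, calls at an adjusted p under 0.05, and leaving out PPARα-null DHA 1 or 3, EPA 1, 2, 3 or 4, OA 2 or 4 or WY14643 1, 2 or 3, or wild-type DHA 1, 3, 4 or 5, EPA 3, OA 1, 2, 3 or 4 or WY14643 1, 2 or 4. Under the others it stayed.

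The paper's Table 3 was set beside the folds of the arrays as labelled, among them folds with a group under 32, whose size is uncertain. All 40 folds for WY14643, 24 for DHA and 6 for OA were within 1.5 times the paper's, and of the 33 for EPA 25 were, with 32 in the paper's direction. The other 8 were the 5 below, Slc22a5 (3.2 in the paper and 1.80 here), Slc13a1 (-2.0 and -1.32) and Abca1 (3.2 and 2.02, at levels under 32), and the last 3 lay within the spread of the arrays. For EPA, Cyp4a10 is 120.2-fold higher in the paper and was 12.7-fold higher here, where the PPARα-null mean lies under 32 and the data bear out at least 4.42-fold, and none of 45 alternatives set in advance closed this. Cyp2c29 is 3.2-fold in the paper and was 1.38-fold here, under all 46 alternatives set in advance. Slc36a1 is -1.6 in the paper and was -1.05 here, and array weights and leaving out PPARα-null EPA replicate 5, wild-type EPA replicate 1 or wild-type EPA replicate 5 closed this, while the others did not. Slc6a3 is 1.8 in the paper and was -1.01 here, a ratio of levels under 32 in both genotypes that says nothing of the gene, and only leaving out PPARα-null EPA replicate 5 or wild-type EPA replicate 5 closed this. Gstm3 is 2.4 in the paper and was 1.39 here, and array weights and leaving out PPARα-null EPA replicate 5, wild-type EPA replicate 2 or wild-type EPA replicate 5 closed this, while the others did not. Without the 3 doubted arrays, chosen after seeing the values, the folds were 2.51 for Cyp2c29, -1.41 for Slc36a1 and 2.10 for Gstm3, within 1.5 times the paper's. The ratios of 97.8 for Cyp4a10 (at least 11.1-fold) and 1.43 for Slc6a3 rest on levels under 32. Their nearness to the paper's values therefore shows nothing of the size of either difference. Which labels or arrays the paper used for EPA was not tested, and no fold was computed with the EPA arrays numbered 5 exchanged. Under that exchange Cyp4a10 would read 8.15 to 9.91 in wild-type and 1.68 to 2.03 in PPARα-null EPA mice. The same exchange gave 330 called genes in limma, against 0 as labelled.

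Some genes that the paper calls did not pass here. After WY14643 Slc2a1, Slc1a1 and Slc23a2 missed the paper's threshold (unadjusted p = 0.0287, 0.0279 and 0.036 in limma). At an adjusted p under 0.05 they passed with array weights, and Slc23a2 also with only the groups compared. Slc7a7 and Slc13a1 passed on a second probeset. On the probesets of Table 3, Slc5a9, Slc7a8, Slc7a7, Slc13a1 and Gstk1 met the paper's threshold but not an adjusted p under 0.05. Array weights called these 5, only the groups compared called Slc5a9, Slc7a8, Slc7a7 and Gstk1, and median centring called Gstk1. Leaving out PPARα-null EPA replicate 5 called Slc5a9, Slc13a1 and Gstk1, leaving out PPARα-null OA replicate 2 or wild-type EPA replicate 5 called Slc13a1 and Gstk1, and leaving out PPARα-null OA replicate 4 called Gstk1. Leaving out PPARα-null DHA replicate 2, wild-type EPA replicate 2 or wild-type WY14643 replicate 1 or 4 called Slc13a1. Leaving out the doubted arrays called Slc5a9, Slc13a1 and Gstk1. After DHA Slc36a1 missed the paper's threshold (unadjusted p = 0.0159) and passed at an adjusted p under 0.05 with array weights. Slc27a4, Cyp4f16 and Slc16a13 met it but not an adjusted p under 0.05. Array weights called Slc27a4 and Cyp4f16, leaving out PPARα-null EPA replicate 5 or the doubted arrays called all 3, leaving out wild-type EPA replicate 5 called Slc27a4 and Cyp4f16, leaving out PPARα-null DHA replicate 4 called Cyp4f16, and only the groups compared called Slc16a13. After OA all 6 genes of the table met the paper's threshold. At an adjusted p under 0.05 Cyp4f16 passed on the probeset of the table, and Slc13a1 on a second probeset only. Of the other probesets of the table, that of Slc6a3 passed after log2 of the value plus 32. Those of Abcd3 and Slc13a1 passed without PPARα-null EPA replicate 5, and those of Slc27a4, Abcd3, Slc13a1 and Cyp2c65 without the doubted arrays.

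After EPA 6 of the 33 genes of Table 3 met the paper's threshold as labelled. The other 27 were Slc27a4, Slc22a5, Slc27a2, Cyp4a10, Cyp4f16, Npc1l1, Abca1, Slc5a9, Slc36a1, Slc7a8, Slc16a10, Slc6a4, Slc6a3, Slc13a1, Slc25a10, Slc16a13, Slc23a1, Cyp2c29, Cyp2d22, Akr1b8, Ephx1, Ephx2, Gsta1 with Gsta2, Gstk1, Gstm1, Gstm3 and Gstm6. Limma called 0 of the 33 at an adjusted p under 0.05. Leaving out PPARα-null EPA replicate 5 called Slc25a20, Abcd3, Cyp4a10, Cyp2c65 and Mgst1, and leaving out wild-type EPA replicate 5 called Slc25a20 and Mgst1. Without the doubted arrays Slc27a4, Slc25a20, Slc22a5, Abcd3, Cyp4f16, Slc25a10, Cyp2c65, Gstm3, Gstm4 and Mgst1 passed, as did Cyp4a10, on which the arrays were doubted, and at the paper's threshold Slc36a1, Slc16a10, Slc6a3, Slc16a13, Slc23a1, Cyp2c29, Cyp2d22, Gstm1 and Gstm6 still missed, as did Slc13a2, which had met it as labelled, so that 10 of the 33 stayed out.

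The paper describes the effect of WY14643 as the strongest in the number of genes, and DHA gave more genes here, 707 against 652 at an adjusted p under 0.05 and 1149 against 1024 at the paper's threshold. This order is not stable. WY14643 had more genes at both thresholds with only the groups compared, with array weights, with the replicate block, and without PPARα-null DHA replicate 1 or 3 or wild-type DHA replicate 1, 4 or 5, and at an adjusted p under 0.05 also without a filter and after log2 of the value plus 32, and at an adjusted p under 0.01. WY14643 led in barrier genes at the paper's threshold, 75 against 70, in genes that differed more than 2-fold, 168 against 127, and in the median size of the called differences, 0.691 against 0.572. The paper names Abcd3, Cyp2c65, Cyp4f16 and Slc27a4 as shared by all 4 agonists, and Abcd3 and Cyp2c65 were shared here, while Cyp4f16 and Slc27a4 missed the threshold after EPA and met it without the doubted arrays. The paper reports that PPARα-dependent regulation of Slc15a1 was not observed. Here Slc15a1 differed by -0.52 after DHA (adjusted p = 0.0259 from limma), while it did not pass after WY14643, EPA or OA. Table 3 marks Slc13a2 as not changed by DHA, and it fell by 1.12 here (adjusted p = 0.00272), as the paper's additional table on DHA also has it.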

Other observations

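WY14643 and OA differed in many genes in mice of either genotype. In PPARα-null mice 1572 genes were higher and 1142 lower after WY14643 than after OA. Pck1 and G6pc, which act in glucose production, were among the higher ones, at 3.07 and 2.24 on the log2 scale, as were the sugar transporter Slc5a4a (2.92) and the sterol exporter Abcg8 (2.22). Of 21 genes of cholesterol synthesis 14 were lower in wild-type and 13 lower and 1 higher in PPARα-null mice, among them Cyp51 (-2.16 and -1.40) and Sqle (-1.68 and -1.30), with camera adjusted p of 0.294 and 0.432 with an estimated correlation. Of 10 proliferation markers 8 were lower in wild-type and 7 in PPARα-null mice, with Mcm2 at -1.29 in wild-type mice, and of 12 clock genes 8 and 9 were higher, with Dbp at 1.01. The cytochrome P450s had 14 higher and 2 lower, and 12 and 1, and the unfolded protein response 1 higher and 8 lower, and 2 and 8, the latter beside the lower pancreatic acinar markers of the same mice given below. None of these lists passed camera with an estimated correlation, with adjusted p from 0.294 to 0.327 in wild-type and from 0.401 to 0.432 in PPARα-null mice. Mitochondrial fatty acid oxidation had 19 of 23 genes higher in wild-type mice, and 4 higher and 6 lower in PPARα-null mice (camera adjusted p = 0.294 and 0.872 with an estimated correlation). Sprr1a, a cornified envelope gene, was at least 20.3-fold lower in wild-type and at least 6.68-fold lower in PPARα-null mice.

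Among the oils, 315 genes were higher and 376 lower after EPA than after OA in wild-type mice. Socs3 was 10.7-fold higher and Rasd1 at least 6.65-fold higher, Il1rn at least 1.89-fold higher, Il33 rose by 2.25 and Pfkfb3 by 2.23 on the log2 scale, and G0s2 and Srebf1 were lower by -2.63 and -1.98. Of 24 genes of triacylglycerol synthesis and chylomicron secretion 10 were lower after EPA than after OA, among them Dgat2 (-0.79) and Mttp (-0.40), and 7 were lower after DHA (camera adjusted p = 0.238 and 0.184 with an estimated correlation). After DHA Gclc, Gsta2 and Gstm3 were higher than after OA in wild-type mice, by 1.84, 1.63 and 1.31, and 8 of 32 antioxidant genes were higher and 1 lower (camera adjusted p = 0.0636 with an estimated correlation). The phosphate transporter Slc34a2 was lower after DHA than after OA by -3.32, and higher after EPA than after DHA by 2.91. In PPARα-null mice 7 of 14 interferon genes were lower after DHA than after OA, with Usp18 at -2.11 (camera adjusted p = 0.0881 with an estimated correlation). Between EPA and DHA, Per2 was lower by -1.19 in wild-type mice, which did not pass without the doubted arrays (adjusted p = 0.0566), and Egr1 and Phlda1 were higher by 2.17 and 1.94 in PPARα-null mice.

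In PPARα-null mice 9 of 11 markers of pancreatic acinar cells were lower and 1 was higher after WY14643 than after OA. The median was -3.93, and camera gave an adjusted p of 0.486 with an estimated correlation. Cela3b was at 7.41 after WY14643 and 12.56 after OA, and Pla2g1b was at least 32.1-fold and Cuzd1 at least 19.8-fold lower. Between the genotypes none of these 11 passed in limma, with medians of 1.09 after WY14643, -1.19 after EPA, 0.08 after DHA and -1.17 after OA, and 1955, 1044, 2365 and 1297 of all genes at an unadjusted p under 0.05. The pancreatic protease Prss3, which is not on the list, was at least 9.69-fold lower in wild-type than in PPARα-null mice after OA (adjusted p = 0.0253), and without the doubted arrays Tmed11, Ins2, Erp27 and Klk1b5 were lower after OA too. The methods state that pancreatic tissue was removed from the intestines, and whether some was left was not tested.

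Between the genotypes, acyl-CoA thioesterases and lipases had 8 of 18 members higher and Acot9 lower after WY14643 (12 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.00399 with an estimated correlation), with Acot2 at 2.68 and Mgll at 1.85 on the log2 scale. DHA gave 7 higher (9 higher and 1 lower adjusted over the list alone, 0.174 from camera), led by Acot12 at 2.04, and OA gave Abhd5. Of 17 other PPARα targets 12 were higher after WY14643 (15 adjusted over the list alone), with Aqp3 at least 2.91-fold and Vnn1 at 2.44, and 8 after DHA (10 adjusted over the list alone), with Rab30 at least 1.84-fold and Retsat at 2.07. Fatty acid synthesis had 5 of 17 higher after WY14643, among them Me1 by 3.26 and Srebf1 by 1.53, and 3 after DHA (7 and 5 adjusted over the list alone). Triacylglycerol synthesis had 5 of 24 higher after WY14643, with Plin2 at 2.07, and 3 after DHA (7 higher, and 4 higher and 3 lower, adjusted over the list alone). Of 4 ketone body genes Slc16a1 was higher and Oxct1 lower after WY14643, and of 17 genes of gluconeogenesis Pdk3 and Fbp2 were higher, while after DHA Pdk3 was higher and Pdk2 lower.

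After DHA 5 of 21 immediate early and stress genes were higher in wild-type than in PPARα-null mice (9 adjusted over the list alone), among them Egr1 by 2.15 and Hsph1 by 1.64, and 3 of 16 genes of the unfolded protein response (9 adjusted over the list alone), with Creld2 at 0.74 and Pdia6 at 0.49. After WY14643 Hspa1b and Hsph1 were higher, and 0 genes of the unfolded protein response in limma (1955 of all genes at an unadjusted p under 0.05). Of 12 clock genes Per3 (at least 1.23-fold), Dbp (-0.94) and Cry2 (-0.84) were lower after DHA (5 adjusted over the list alone), and adjusted over the list alone 5 were lower after EPA. Antigen presentation had Tapbp lower after DHA (-0.34) of 13 genes, and of 14 interferon genes none passed over all genes in limma, where 5 were higher after EPA adjusted over the list alone. Camera's adjusted p after DHA was 0.135 for stress, 0.154 for the unfolded protein response and 0.351 for the clock with an estimated correlation.

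Among cell type markers, 4 of 12 enteroendocrine genes were lower in wild-type mice after WY14643, with Chga at -0.49 and Chgb at -0.40 beside Tph1 and Gip (camera adjusted p = 0.37 with an estimated correlation), and Nts was lower after DHA. Of 9 enterocyte genes Fabp2 was higher after WY14643, and after DHA Fabp2 was higher and Mep1a (-1.08), Anpep and Lct were lower. Ighm, of 7 genes of B and plasma cells, was lower after DHA. Of 7 proximal genes Fabp1 was higher after WY14643 and DHA, Cybrd1 lower after the first and Lct after the second, and of 8 distal genes Nr1h4 was higher and Guca2a lower after WY14643, and Osr2 and Guca2a were lower after DHA. None passed in limma among 8 goblet, 5 Paneth, 10 proliferating, 4 stem, 9 smooth muscle, 3 T and NK, 2 adipocyte, 1 neuronal and 1 hepatocyte genes, under agonists with 1955, 1044, 2365 and 1297 genes at an unadjusted p under 0.05. In the barrier families, Abc transporters had 3 of 27 higher and 1 lower after WY14643 and 3 higher after DHA, Ephx1 and Ephx2 were higher after WY14643 and Ephx1 after DHA, and of 5 Ugt genes Ugt2b34 was lower after WY14643 and Ugt2b5 higher after DHA. Sulphotransferases had 1 of 14 lower after WY14643, and 1 higher and 1 lower after DHA, and 1 of 8 aldo-keto reductases was higher after DHA. None of 7 glutathione peroxidase, reductase and synthetase genes passed in limma.

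Ppara itself, on the probeset with the largest genotype difference, was at 9.03 (SD 0.46, n = 4) in wild-type and 5.70 (SD 0.32, n = 4) in PPARα-null mice after WY14643 (exact permutation test, two-tailed, p = 0.0286, the smallest that 4 against 4 allow). After DHA it was at 8.02 (SD 0.66, n = 5) against 5.97 (SD 0.52, n = 4), with p = 0.00794 in the same exact test. After EPA the difference of Ppara was 0.77 (exact p = 0.341), and after OA 1.00 (exact p = 0.257). Leaving out single arrays moved these differences from 0.41 to 1.28 for EPA and from 0.62 to 1.61 for OA. Leaving out the doubted arrays made these 1.72 and 1.61, which is no test, since the arrays were doubted on this gene. Where the probes lie relative to the disrupted part of the gene is not known here.

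Other groupings of the same arrays were tried for the counts between the genotypes. For WY14643 the real grouping, with 652 genes, was the 1 of 35 that reached this count, and the highest other gave 1, so chance can be excluded. For DHA the real one, with 707, was 1 of 100, so chance can be excluded, and the highest other, which exchanges wild-type and PPARα-null DHA replicate 2, gave 673. For OA the real one, with 43, was 1 of 35 and the highest other gave 4, so chance can be excluded. For EPA limma called 0 genes as labelled (1044 at an unadjusted p under 0.05), which 100 of 100 groupings reached, and the highest, 330 genes, exchanges the arrays numbered 5. Without the doubted arrays the real grouping was 1 of 35 for EPA (179 genes, highest other 1) and 1 of 35 for OA (158, highest other 66), but the arrays had been left out for going against their genotype, so this does not show that chance can be excluded.

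The test of neighbouring genes was chosen after seeing the values. Wild-type and PPARα-null mice came from different 129 substrains, so a stretch of the genome that differs between them may add differences that no agonist causes. Of 129 genes with about equal differences under DHA and WY14643, 21 had another such gene within 3 expressed genes in the order of the assembly GRCm38.p6, where random sets had a median of 10, and a share of 0.0171 of 10000 random sets had as many. Of 151 genes whose difference depended on the agonist 20 had a neighbour (random median 14, share 0.177). Within 50 expressed genes of Ppara lay 1 of the 129, and a share of 0.7757 of random sets had as many, so the flanks of the disrupted gene gave no sign of it. The neighbours included Clta with Gne, Slc5a3 with Mrps6 and Clic6, and Rdh16 with Hsd17b6 and Myo1a. A shared regulator of neighbouring genes stays open.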
